# Transcriptomes Reveal Genetic Signatures Underlying Physiological Variations Imposed by Different Fermentation Conditions in *Lactobacillus plantarum*

**DOI:** 10.1371/journal.pone.0038720

**Published:** 2012-07-03

**Authors:** Peter A. Bron, Michiel Wels, Roger S. Bongers, Hermien van Bokhorst-van de Veen, Anne Wiersma, Lex Overmars, Maria L. Marco, Michiel Kleerebezem

## Abstract

Lactic acid bacteria (LAB) are utilized widely for the fermentation of foods. In the current post-genomic era, tools have been developed that explore genetic diversity among LAB strains aiming to link these variations to differential phenotypes observed in the strains investigated. However, these genotype-phenotype matching approaches fail to assess the role of conserved genes in the determination of physiological characteristics of cultures by environmental conditions. This manuscript describes a complementary approach in which *Lactobacillus plantarum* WCFS1 was fermented under a variety of conditions that differ in temperature, pH, as well as NaCl, amino acid, and O_2_ levels. Samples derived from these fermentations were analyzed by full-genome transcriptomics, paralleled by the assessment of physiological characteristics, e.g., maximum growth rate, yield, and organic acid profiles. A data-storage and -mining suite designated FermDB was constructed and exploited to identify correlations between fermentation conditions and industrially relevant physiological characteristics of *L. plantarum*, as well as the associated transcriptome signatures. Finally, integration of the specific fermentation variables with the transcriptomes enabled the reconstruction of the gene-regulatory networks involved. The fermentation-genomics platform presented here is a valuable complementary approach to earlier described genotype-phenotype matching strategies which allows the identification of transcriptome signatures underlying physiological variations imposed by different fermentation conditions.

## Introduction

Lactic acid bacteria (LAB) are utilized as starter cultures in food fermentation for their spoilage-preventing and preservative effects on raw-materials, as well as their contribution to flavor and texture of the fermented product [1], [2], [3]. The wide industrial application of LAB supports the ambition to better understand and improve their fermentation characteristics. These include maximization of basic physiological variables such as growth rate and biomass production to increase fermentation efficiency [4], [5], the enhanced formation of desired metabolites and flavor profiles to optimize taste of the fermentation end-products [2], [3], [6], [7], as well as optimization of survival during industrial and downstream processing [5], [8].

The current public databases contain the complete genomes of over 30 LAB species (http://www.ncbi.nlm.nih.gov/genomes/lproks.cgi), while genome sequences of multiple strains are available for specific species [9], [10], [11]. This rapidly increasing genetic database of this group of bacteria enables in depth comparative genomics among strains of a species, or between different LAB species. Genomic diversity among strains of specific LAB species has also been assessed by DNA micro array-based comparative genome hybridization (CGH) approaches, providing one-directional gene absence-presence patterns [12], [13], [14], [15]. Such datasets in combination with random forest (RF)-based correlation [16] analysis, linking multiple-genome or CGH data to differential functional characteristics (phenotypes), has led to the identification of the genetic determinants important for some strain-specific phenotypes. For example, application of this strategy to *Lactobacillus plantarum* WCFS1 [9] revealed its mannose-specific adhesin-encoding gene [17] as well as several genetic loci involved in the immunomodulating capacity of this strain [13], [18].

Despite the successful examples of genotype-phenotype matching strategies, this approach intrinsically relies on diversity among strains at the level of their genome-content. Consequently, the importance of differential regulation of phenotypic characteristics that rely on expression of conserved genes cannot be assessed [8]. This limitation is clearly illustrated by the observation that closely related *Lactococcus lactis* strains display distinct expression patterns of conserved enzyme functions as a consequence of strain-specific regulation of gene expression [19] **.** Moreover, there is accumulating evidence that fermentation conditions may dramatically affect functional characteristics of LAB strains [20], [21]. These findings are supporting a complementary approach in which a specific LAB strain is grown under different fermentation conditions to induce phenotypic variation, followed by RF-based correlation of phenotypes and transcriptome profiles to pinpoint the genetic determinants responsible for the observed phenotypes (Figur 1). In addition, this approach also enables the identification of genes important for basal physiological parameters such as growth rate, which is not feasible with genotype-phenotype matching strategies, as variations in these parameters are relatively small for different strains of the same species when they are grown in rich laboratory media [8], [18].

**Figure 1:**
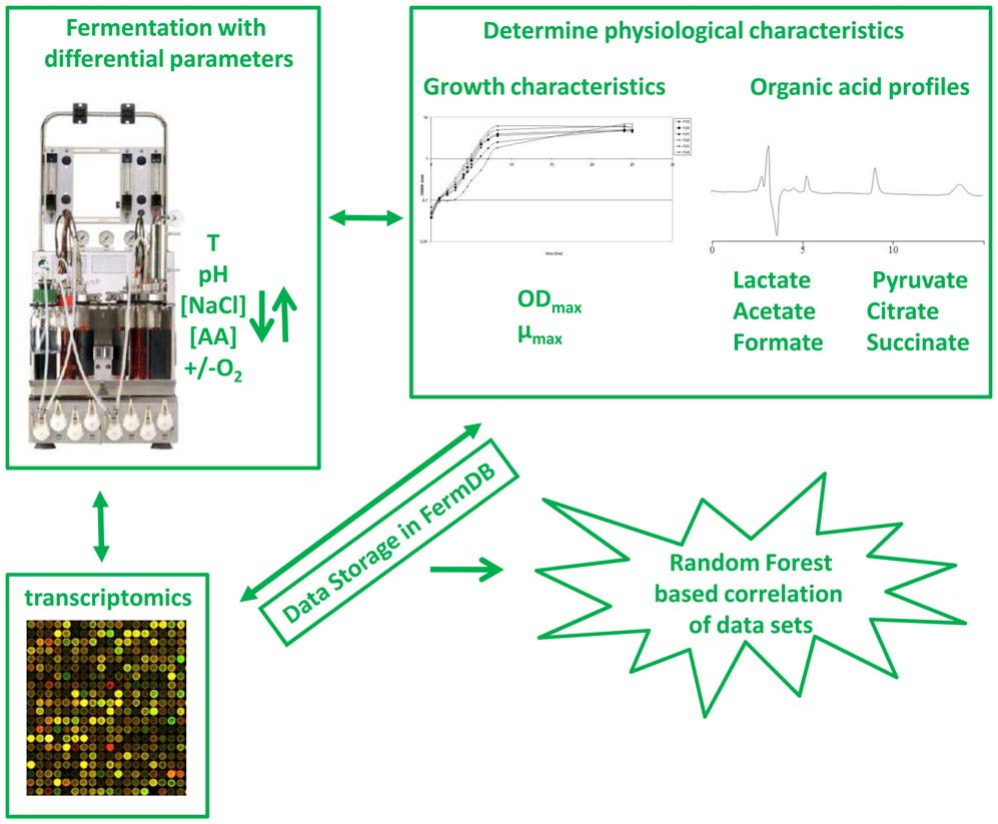
Workflow of the fermentation genomics platform. *L. plantarum* WCFS1 is fermented under different conditions and samples derived from these fermentations are assessed at the molecular level by full genome transcriptome profiling and in parallel the physiological characteristics of the fermentations are determined. The datasets obtained are stored in FermDB and correlated. Figure adapted from [8].

*L. plantarum* is encountered in dairy, vegetable, sourdough and meat fermentations [15], [22], [23]. Here, *L. plantarum* WCFS1 was grown under different conditions, according to a fractional factorial experimental design that included variations in temperature, NaCl concentration, pH, as well as oxygen and amino acid availability. Basic fermentation characteristics were monitored, such as maximal growth rate and biomass yield, as well as the respective transcriptome and organic acid profiles. This approach allowed the identification of fermentation conditions that modulate specific physiological characteristics of *L. plantarum* WCFS1, such as citrate uptake and succinate production, as well as the RF-based association of these characteristics with specific gene expression profiles. Moreover, our analysis revealed genetic markers that correlated with relatively high growth rates, and enabled regulatory network reconstruction that allowed the identification of overrepresented functional classes that explain the genetic response of *L. plantarum* to altered fermentation conditions such as pH or oxygen availability.

## Methods

### Experimental Design, Fermentations and Organic Acid Analysis

During the fermentations, *L. plantarum* WCFS1 [9] was grown in 2-fold concentrated chemically defined medium (2× CDM) [24] of which the composition can be found in Methods S1.To induce differential transcriptome and metabolite profiles in *L. plantarum* WCFS1 [9], a fermentation scheme was designed with 5 variable parameters, namely temperature (28 or 37°C), pH (5.2, 5.8 or 6.4), amino-acid concentration (1.1 or 2.0× standard amounts, see below), oxygen availability (sparging with N_2_ or air), and NaCl concentration (0 or 0.3 M). These variable fermentation conditions were combined into a combinatorial fermentation scheme on the basis of a balanced fractional factorial design (Table 1). Application of this experimental design reduced the number of fermentations to 24 (30 including controls, see below). Within this design, variations in fermentation conditions are distributed in such a way that the effects caused by the specific interaction of 2 different variable fermentation conditions can be quantified. As a trade off for the lower number of fermentations required, different combinations of three parameters are confounding and consequently their quantification is not feasible. pH-controlled batch fermentations were performed at 0.5 L scale in a Multifors mini-in parallel fermentor system (Infors-HT Benelux, Doetichem, the Netherlands). For inoculation of the fermentors, a single colony isolate of *L. plantarum* WCFS1 was used to inoculate 5 mL 2× CDM [24] and grown overnight at 37°C. This full-grown culture was used to prepare a dilution range from 10^−1^ to 10^−6^ in fresh 2× CDM medium, and these cultures were grown overnight. Subsequently, the cultures were photospectrometrically assessed and the culture with an OD_600_ nearest to 1.5 was used to inoculate the fermentors at an initial OD_600_ of 0.1. Prior to inoculation the 2× CDM media in the fermentors were adjusted to the appropriate pH and temperature. During fermentation the cultures were stirred at 125 rpm, the initial pH was maintained by the titration of 2.5 M NaOH, the OD_600_ was monitored continuously, and the cultures were sparged with N_2_ or air at a rate of 150 mL/min. Moreover, CO_2_ was mixed into these gasses at a final concentration of 2.5% via a mass flow controller prior to medium sparging, since this prevents the stagnation of growth of *L. plantarum* WCFS1 [25]. Throughout fermentations, OD_600_ was measured photospectrometrically, with the notion that when OD_600_ of undiluted samples exceeded 0.7, samples were diluted 10-fold in MRS medium prior to OD_600_ determination. After 25 h (stationary phase for all fermentations) 50 mL samples were collected for quantitative, high performance liquid chromatography (HPLC)-based organic acid analysis (pyruvate, acetate, citrate, succinate, formate and lactate levels were determined) according to a previously described protocol [26].

**Table 1:** Fermentation conditions and physiological characteristics of *L. plantarum* WCFS1 recorded for the 30 fermentors performed.

Ferm. ID:	[NaCl] (mM):	[AA]^f^:	T (°C):	pH:	O_2_/N_2_:	OD_max_:	µ_max_(h^−1^):
F1	0	2.0	37	5.2	N_2_	7.21	0.80
F2	300	2.0	37	5.2	N_2_	6.90	0.78
F3	0	1.1	37	5.2	O_2_	7.05	0.71
F4	300	1.1	37	5.2	O_2_	6.98	0.70
F5	0	2.0	28	5.2	O_2_	7.73	0.55
F6^a^	300	2.0	28	5.8	O_2_	6.03	0.55
F7	300	2.0	28	5.2	O_2_	7.35	0.44
F8^b^	0	1.1	28	5.2	N_2_	6.96	0.45
F9	300	1.1	28	5.2	N_2_	6.23	0.54
F10	0	2.0	37	6.4	O_2_	6.60	0.57
F11	300	2.0	37	6.4	O_2_	5.30	0.44
F12^c^	0	1.1	28	5.8	N_2_	6.60	0.48
F13	0	1.1	37	6.4	N_2_	6.56	0.58
F14	300	1.1	37	6.4	N_2_	6.07	0.53
F15	0	2.0	28	6.4	N_2_	5.85	0.31
F16	300	2.0	28	6.4	N_2_	4.16	0.23
F17	0	1.1	28	6.4	O_2_	7.74	0.32
F18^d^	0	2.0	37	5.8	N_2_	6.94	0.71
F19	300	1.1	28	6.4	O_2_	4.93	0.47
F20^d^	0	2.0	37	5.8	N_2_	5.01	0.76
F21	300	2.0	37	5.8	N_2_	4.68	0.75
F22	0	1.1	37	5.8	O_2_	5.92	0.65
F23	300	1.1	37	5.8	O_2_	6.07	0.60
F24^b^	0	1.1	28	5.2	N_2_	6.91	0.65
F25^e^	0	2.0	28	5.8	O_2_	6.14	0.29
F26^a^	300	2.0	28	5.8	O_2_	4.74	0.28
F27^c^	0	1.1	28	5.8	N_2_	6.23	0.24
F28	300	1.1	28	5.8	N_2_	4.84	0.23
F29^e^	0	2.0	28	5.8	O_2_	6.22	0.38
F30^d^	0	2.0	37	5.8	N_2_	5.94	0.71

Dotted lines separate fermentations performed on different days.

a–d duplicate fermentations on different days.

e duplicate fermentations on the same day.

f amino acids were added as 1.1 or 2.0× the standard amount in 2× CDM.

### RNA Isolation and DNA Microarrays

RNA isolation from *L. plantarum*, subsequent cDNA synthesis and indirect labeling, as well as DNA microarray hybridizations were performed using routine procedures [13], [27]. Briefly, 10 mL samples derived from the fermentors at an OD_600_ of 1.0 were quenched [28] prior to RNA isolation, and 5 µg of isolated RNA was used for cDNA synthesis and indirect labeling with cyanine 5 (Cy5) or cyanine 3 (Cy3) [13], [27]. The DNA microarray hybridization scheme was designed as a connected loop that consisted of smaller sub-loops containing all samples derived from fermentations that were run on the same day (Figure S1). A two-dye microarray-based gene expression analysis was performed on a custom-made 60-mer oligonucleotide array (Agilent Biotechnologies, submitted in the Gene Expression Omnibus (GEO) [29] under platform GPL13984) to determine genome-wide, absolute gene transcription levels. Co-hybridization of Cy5- and Cy3-labeled cDNA probes was performed on these oligonucleotide arrays at 42°C for 16 h in Slidehyb#1 (Ambion, Austin, USA). Subsequently, the slides were washed twice in 1× SSC containing 0.1% sodium dodecyl sulfate and twice in 1× SSC prior to scanning. Slides were scanned with a ScanArray Express 4000 scanner (Perkin Elmer, Wellesley, USA), and image analysis and data extraction were performed using the ImaGene Version 7.5 software (BioDiscovery Inc., Marina Del Rey, USA). The microarrays were scanned at different intensities and for each of the microarrays the best scan was selected on the basis of signal distribution (combination of a low number of saturated spots and a low number of low signal spots). The data were normalized using Lowess [30] normalization as available in MicroPrep [31]. The data were corrected for inter-slide differences on the basis of total signal intensity per slide using Postprep [31]. The median intensity of the different probes per gene was selected as the gene expression level. This analysis resulted in genome-wide, absolute gene expression levels for *L. plantarum* WCFS1 derived from 29 fermentations. CyberT [32] was used to compare and divide the transcriptomes in different possible classes (e.g. low vs high citrate, different levels in fermentation parameters), taking into account the duplicates (dye swaps) of each of the conditions. This analysis resulted in a gene expression ratio and false discovery rate (FDR) for each gene. Genes with FDR values <0.05 were considered to be statistically significant. All microarray data are MIAME compliant and available in the GEO database (GSE31076, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE31076).

### Data Storage, Visualization Tools and Correlation Statistics

A MySQL-based storage system for data produced from the fermentation, transcriptomics and phenotyping experiments (e.g. the metabolite profiles presented here but also other functional characteristics such as gastrointestinal survival; see accompanying manuscript by van Bokhorst *et al*.) was developed. Moreover, the statistical methods Mann Whitney U [33] and Random Forest [16] were implemented for significance analysis and data correlation, respectively. More specifically, Mann-Whitney U [33] was used to correlate physiological characteristics of *L. plantarum* (µ_max_, OD_max_ and organic acid profiles) to differential fermentation conditions (temperature, pH, NaCl concentration, as well as oxygen and AA availability). Results were corrected for multiple comparisons using the false discovery rate control (FDR) [34]. To identify genes of which the transcription level correlated to (individual) citrate or succinate concentrations, the citrate and succinate results were divided into two different classes per compound (i.e. low citrate levels vs. high citrate levels, low succinate levels vs. high succinate levels) and subjected to RF using the transcriptome data as the predictor for the algorithm. From this prediction, the importance values (mean decrease gini) were used as a measure for functional correlation of the gene to the observed phenotype (Table S1). Using a similar RF-based approach, no clear target genes could be found on basis of transcript levels in relation to µ_max_ (data not shown). Therefore, a different approach was applied to identify µ_max_-related genes. In this alternative approach we grouped genes and calculated their average expression level per fermentation. Average gene expression of these grouped genes was compared to µ_max_ per fermentation by calculation of the Pearson correlation coefficient between the two. Per iteration the 300 groups that showed the best correlation with the µ_max_ of the fermentations were selected and the genes encompassing these groups were used for the next iteration step. Each subsequent iteration step differed from the previous with respect to group size (starting with a group size of 1, while group size increased by one gene in every consecutive iteration). As genes important for high correlation to µ_max_ will appear in multiple top-300 clusters, the total number of genes used for each next iterative step will decrease. This procedure was iterated until the total gene set did not further reduce in the subsequent iteration. The final gene set consisted of 47 genes. The expression levels of the genes in this final set was averaged per fermentation condition and correlated with the µ_max_. Both the storage system and the statistical methods have been integrated into a freely accessible, web-based platform designated FermDB (http://www.cmbi.ru.nl/fermdb). The platform is divided into two different Django applications termed “fermentations”, which includes all the storage and file handling procedures, and “analysis”, where all statistical analysis are handled.

DNA microarray data was visualized on the *L. plantarum*-specific metabolic model [35] using the Simpheny software package (www.genomatica.com). Functional overrepresentation was assessed using Biological Network Gene Ontology (BiNGO) [36] with the functional classification as proposed in [14] instead of GO annotation. To identify regulatory networks, the complete DNA microarray data set was grouped per individual fermentation parameter using CyberT. Genes with a significant change in expression (FDR <0.05) and a ratio change >1.5 fold were selected. A regulatory network was built that links variations in fermentation conditions to the significantly changed genes and visualized in Cytoscape. Within this network, genes were organized according to their association with specific fermentation conditions, as either single or shared responses towards certain fermentation conditions.

## Results

### Functional-fermentation Genomics Platform for *L. plantarum*

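RNA from 29 of the fermentations, F1 to F29, was hybridized in pairs to 56 two-colour oligonucleotide arrays on 7 slides, and each fermentation was measured in 2 to 10 channels. The temperature was 37 °C in 13 fermentations and 28 °C in 16. The pH was 5.2 in 9, 5.8 in 12 and 6.4 in 8. NaCl was added to 300 mM in 13 and left out in 16, air was supplied in 14 and nitrogen in 15, and amino acids were supplied at 2.0 times the standard amount in 15 and at 1.1 times in 14. The arrays carried 9147 spots for genes, with 3 probes for 3020 of the 3076 genes, 2 probes for 31 and 1 probe for 25. The authors scanned the spots and their local background in Cy5 and Cy3, and their log2 ratios are background-subtracted and Lowess-normalized. The values used here start from the scanner signals, with normexp background correction and loess within each array. The median over the probes of each gene was reduced by least squares, with a dye term per gene, to a log2 level per fermentation, and the mean of the 29 fermentations was set to 0. The groups were compared with limma over the 29 fermentations, for each parameter alone, and a gene was called at an adjusted p (Benjamini-Hochberg) under 0.05 and over 1.5-fold. The signal of a channel was 2.95 to 16.2 times its background (median over its spots), and 484 genes stayed under 2 times the background in most channels. The number of arrays per fermentation limits the precision.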

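The direction of the ratios was tested on the signals themselves. The summed brightness of both channels of a spot does not depend on which dye holds which RNA, and over the arrays it gave a second level of each gene in each fermentation. On 54 of 54 arrays that could be tested, the ratio with the dyes as labelled ran opposite to the brightness difference taken from the other arrays, with r across genes between -0.881 and -0.131. Genes are not independent replicates. The same held for 29 of 29 fermentations. The labelled ratios were therefore turned as a whole, and the sizes and tests come from these ratios. By the brightness alone, 449 of 449 genes called for temperature, 142 of 144 for pH and 786 of 830 for the growth rate had the sign given here. With the dyes as labelled every sign turns and the counts of genes stay as they are. On 1 array, which carried F2 and F6 on slide 1, nearly all spots were equally bright in both dyes. The SD of its log2 ratios was 0.0055, against 0.28 to 0.90 on the other arrays. It was kept in the main fit, where it counts as nearly no difference between F2 and F6. Without this array, 223 genes were higher and 265 lower at the higher temperature, in place of 201 and 248. With the growth rate 491 rose and 493 fell, in place of 406 and 424. For pH 94 were higher and 50 lower, in place of 95 and 49. For NaCl the counts were 6 and 5, in place of 8 and 5, and for air 5 and 0, in place of 3 and 0.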

*Lactobacillus plantarum* WCFS1 was grown under a variety of conditions that differed in temperature, pH, as well as NaCl, amino acid, and O_2_ levels (Figure 1 and Table 1). The fermentations were performed on 5 separate days, whereas 1 and 4 control fermentations were included to investigate inter- and intra-day variability, respectively. Moreover, a triplicate fermentation for one of the intra-day controls (F18 and F20) was performed (F30) from which no samples were derived in the logarithmic phase of growth, confirming that sampling had no effect on growth parameters such as the maximum OD_600_ reached (OD_max_) and the maximum growth rate (µ_max_, Table 1).These three fermentations resulted in the highest OD_max_ and µ_max_ range observed in the complete fermentation scheme and appeared highly reproducible (OD_max_ = 5.94−6.94 and µ_max_ = 0.65−0.71). However, the other inter- and intra-day controls displayed distinct differences in OD_max_ and µ_max_, in particular when fermentation conditions were applied that induced suboptimal growth. Therefore, correlation analyses were performed on basis of the individual fermentations and their corresponding transcriptomes and organic acid profiles (see below).

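Fermentations that had all 5 parameters in common formed 5 pairs, and their transcriptomes lay closest together in F18 and F20. Between F18 and F20, run on days 3 and 4, 27 of 3076 genes differed by more than 2-fold. Between F25 and F29, which were run on the same day, 61 genes did. The pairs F8 and F24, F12 and F27, and F6 and F26 each spanned 2 days as well, and 66, 80 and 223 genes differed by more than 2-fold. The SD over genes of the log2 difference within a pair had a median of 0.39 (0.29 to 0.56, n = 5 pairs). In the other 401 pairs of fermentations it had a median of 0.57 (0.24 to 1.13). Other pairs from the same day had a median of 0.48 (n = 69 pairs), and other pairs from different days 0.58 (n = 332 pairs). Each of the 5 pairs held a fermentation measured in 8 to 10 channels (F6, F12, F18, F24 or F29), against 2 to 4 for the remaining fermentations. These pairs may thus carry less array noise than most others, and the contrast mixes precision with likeness of conditions. The difference between F6 and F26 was larger than that of 47.9% of the other pairs. In the paper's Table 1 the maximum growth rate of these 2 fermentations was 0.55 and 0.28 h-1.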

The fermentation scheme resulted in an overall variation of the OD_max_ from 4.16 to 7.73 and a µ_max_ range from 0.23 to 0.80 h^−1^ (Table 1). The highest µ_max_ was achieved in fermentor F1 which was performed at pH 5.2 and 37°C, whereas the lowest µ_max_ was measured for fermentor F28 which was run at pH 5.8 and 28°C. The variations in these and other basic physiological characteristics such as lag phase (Figure S2A-E) strongly suggest that the fermentation scheme applied here will induce differential transcriptomes and corresponding phenotypes such as organic acid profiles, which were the variables measured for all samples derived from fermentors F1–F29. The transcriptome and phenotypic data were stored in fermDB which was specifically developed for this purpose (see Materials and Methods for details, accessible at http://www.cmbi.ru.nl/fermdb).

### Correlation of Physiological Characteristics to Specific Fermentation Conditions

Significant correlations were not found between AA availability and any of the physiological characteristics examined here (Table 2). Notably, glucose was not detected in any of the 29 fermentations after the cultures had reached the stationary phase of growth (data not shown), suggesting that in these carbon-limited fermentations the influence of the addition of surplus amounts of amino acids may only have a minor effect on the physiological characteristics of *L. plantarum* WCFS1.

**Table 2:** Mann-Whitney U-based correlation of fermentation parameters and physiological characteristics.

Parameter:	[lactate]:	[pyruvate]:	[acetate]:	[formate]:	[succinate]:	[citrate]:	OD_max_:	µ_max_ (h^−1^):
T	0.151	0.506	0.244	0.336	0.484	0.394	0.481	*0.022*
[AA]	0.321	0.337	0.331	0.491	0.505	0.432	0.242	0.260
O_2_	0.519	0.329	*0.022*	0.402	0.314	0.530	0.311	0.511
pH5.2 vs. 5.8	0.409	0.376	0.193	0.062	0.315	0.326	**0.014**	**0.016**
pH5.2 vs. 6.4	0.248	0.376	0.355	*0.016*	0.497	0.513	0.062	0.061
pH5.8 vs. 6.4	0.193	0.509	0.311	0.330	0.316	0.326	0.355	0.329
[NaCl]	0.326	0.506	0.245	0.505	**0.007**	*0.015*	**0.042**	0.349

Significant differences (p<0.05) are presented as italicized and bold, depending on the direction of the correlation (positive and negative, respectively).

Not surprisingly, as it is well documented that *L. plantarum* grows well at 37°C [37], the average µ_max_ at this temperature was significantly higher than that recorded in the fermentations performed at 28°C (Table 2 and Figure 2A). Analogously, acetate concentrations were significantly higher in the aerobic fermentations. This might be explained by the fact that it is well established that only during aerobic growth lactate-to-acetate conversion can occur, with lactate remaining the major end product of carbon fermentation [38], [39], [40]. Notably, the lactate concentrations could not be associated with oxygen levels. This absence of a clear lactate effect might be due to the specific setup of this study. Considering the combinatorial nature of the fermentations performed, only fermentation variable-specific changes are anticipated to be identified. Lactate production, however, is probably influenced by many different fermentation variables and will therefore not be specifically linked to the availability of oxygen.

**Figure 2:**
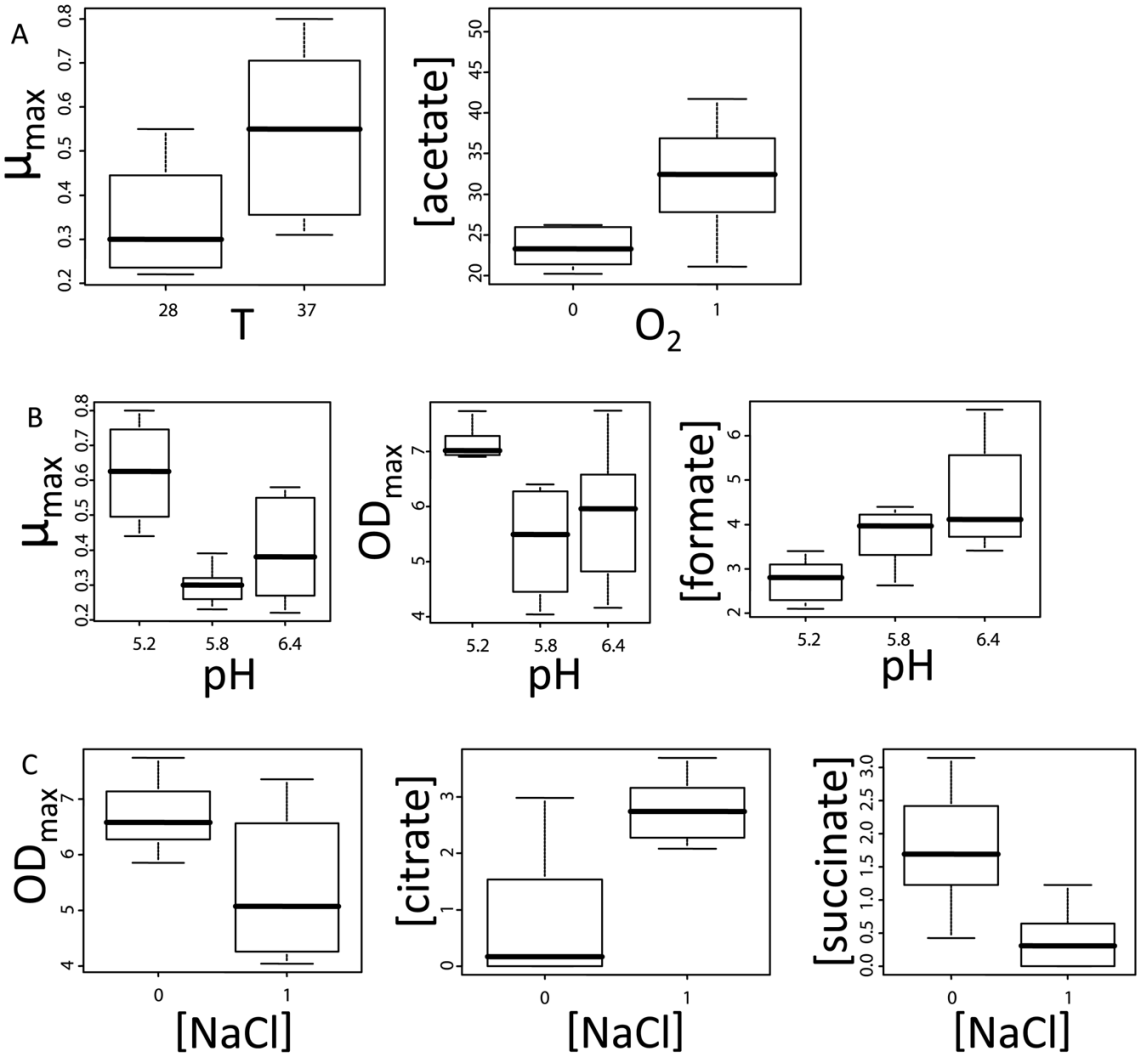
Box plots of the significant correlations in Table 2.

Interestingly, the NaCl concentration and pH in the fermentations could both be correlated with high significance to 3 physiological phenotypes of the cultures. When a pH of 5.2 was applied during fermentation, significantly lower amounts of formate were produced by *L. plantarum* when compared to fermentations at a pH of 6.4 (Table 2). A similar trend was found comparing fermentations at pH 5.2 and 5.8 (p = 0.062), suggesting an overall correlation between pH and formate concentrations (Figure 2B). Secondly, fermentation at pH 5.2 resulted in significantly higher µ_max_ and OD_max_ relative to the fermentations which were maintained at the other two pH values. The OD_max_ reached by *L. plantarum* WCFS1 was consistently and significantly lower in fermentations to which NaCl was added (Table 2 and Figure 2C). Thirdly, NaCl addition also yielded decreased and increased concentrations of succinate and citrate, respectively. Overall, our data corroborate and expand earlier described correlations between physiological characteristics and fermentation conditions, despite the fact that multiple variables were changed concomitantly, confirming the feasibility of our approach.

### Transcriptome Correlation to Physiological Parameters

The citrate and succinate concentrations determined in the 29 fermentations appeared to anti-correlate (R^2^ = −0.77). Comparison of the citrate concentrations at the start and after 25 h of incubation indicate that citrate is taken up by the cells and subsequently converted to succinate, particularly in fermentations with low NaCl concentrations (Figure 3). A RF-based identification of transcripts that are associated with citrate or succinate concentration revealed that among the 10 most important genes for the classification of citrate and succinate, 5 genes were found shared between the two predictions (*lp_0603*, *lp_1112*, *lp_1562*, *lp_2451* and *lp_2825*). In addition to the RF classification, the same class distribution (low vs high) was used to assess the gene expression (Table S1). 

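Among these 5 genes, fum (lp_1112, fumarate hydratase) and lp_2825 (a purine nucleosidase that prefers inosine and uridine) ranked highest for the citrate classes, and fum for the succinate classes. Of 3076 genes, fum ranked 32 for citrate and 21 for succinate, and lp_2825 ranked 22 and 693. The uridine kinase gene udk (lp_1562) ranked 135 and 483, the acetyltransferase gene lp_0603 ranked 207 and 234, and the prophage P2a endonuclease gene lp_2451 ranked 1226 and 285. The first ranks for citrate went to spx5 (lp_3579, an Spx regulatory protein), lp_2642 and lp_3496, and those for succinate to lp_2503, lai (lp_0139) and lp_0536. The 10 genes of highest importance for citrate and those for succinate had 0 genes in common, and 0 of the 5 genes was in either list. The classes were read by eye from the bars of Fig. 3 and divided at 1 on its scale, since the text does not name the limit. This gave 14 fermentations of high and 15 of low citrate consumption, and 15 of high and 14 of low succinate production, with 13 high in both. The ranks come from 1 forest of 5000 trees (randomForest) with a fixed seed. Fermentations left out of a tree were assigned to the wrong class in 31.0% of cases for citrate and 41.4% for succinate, the latter not far below the error of guessing between classes of 15 and 14. Over 10 seeds the median rank of the 5 genes ranged from 204 to 372 and these errors from 27.6 to 34.5% and from 34.5 to 41.4%, and single ranks moved widely, for citrate from 422 to 2900 for lp_2451 and from 197 to 1406 for lp_0603, and for succinate from 300 to 2403 for lp_2825, while fum stayed between 32 and 73 for citrate and between 13 and 39 for succinate.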

Out of the 3099 genes represented on the DNA microarray, 415 showed to have a significant up/down regulation (p<0.05) in both class distributions. Out of these 415 genes, 407 showed to be expressed in the same direction (e.g. upregulated at high citrate uptake and high succinate production), again confirming the highly inter-connectiveness of these two metabolites. Among these significantly changed genes were all 5 shared top-10 genes resulting from the RF, each showing a ratio of expression above 1, indicating a higher expression of these genes in the case of citrate to succinate conversion. Among these genes only one was directly related to the conversion of citrate to succinate (*lp_1112*, encoding a fumarate hydratase). 

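An iron uptake gene had a positive and a copper gene a negative difference between the classes, neither of which passed the test. The level of fhuD (lp_3103), which encodes a protein of iron uptake, was 0.88 higher on the log2 scale with high succinate production (SE 0.22, adjusted p = 0.404 from limma), and the copper-transporting ATPase gene copB (lp_3363) was 0.93 lower (log2 difference -0.93, SE 0.32, adjusted p = 0.503), while for citrate the differences were 0.75 (adjusted p = 0.459) and -0.57 (adjusted p = 0.600). Air was supplied in 5 of the 15 fermentations of high and in 9 of the 14 of low succinate production, and with the 5 parameters as covariates the difference of copB for succinate was -0.30 and that of fhuD 0.53. These signs rest on the summed brightness and turn with the dyes as labelled. Across the 3076 genes, the changes with citrate consumption and with succinate production had an r of 0.813, as 26 of the 29 fermentations belonged to the same class in both. With limma, 0 genes passed an adjusted p under 0.05 for citrate (smallest 0.457) and 0 for succinate (smallest 0.404), with no minimum fold. At an unadjusted p under 0.05, 280 genes differed between the citrate classes and 241 between the succinate classes. Without any effect a share of 0.05 of the 3076 genes would pass. In both, 118 genes differed, and 118 of these 118 changed in the same direction. Independent lists of these sizes would share 21.9 genes. When both class labels were permuted together, the number in both had a median of 32 and was as large in 15 of 100 permutations. High citrate consumption went with the absence of NaCl in 12 of 14 fermentations, and low consumption with its presence in 11 of 15. With each array channel as a replicate and the dyes exchanged, which counts one RNA several times, 685 genes passed for citrate, 603 for succinate and 496 for both. The paper connects the 2 metabolites first by their measured concentrations, which anti-correlate, and by the 5 genes shared between the forests. It takes the common direction of the genes changed in both class distributions as further evidence for this connection.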

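Of the 4 shared genes besides fum, the acetyltransferase gene lp_0603 had a log2 difference between high and low citrate consumption of 0.14 (SE 0.10, 1.1-fold, adjusted p = 0.658 from limma), and the same size between the succinate classes. The prophage P2a endonuclease gene lp_2451 differed by 0.20 (SE 0.13, adjusted p = 0.609) between the citrate classes and by 0.21 between the succinate classes. The level of lp_2451 was 0.10 ± 0.31 (SD, n = 14) with high and -0.10 ± 0.38 (SD, n = 15) with low citrate consumption, so that the difference lay within the spread of the fermentations. All 5 genes had a positive difference in both classifications, and 0 of them passed the test in either. With temperature, pH, NaCl, amino acids and gas as covariates, the difference of lp_2451 turned to -0.04 in both, and in the succinate classes lp_0603 turned to -0.03 and lp_2825 to -0.05.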

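The fumarate hydratase gene fum (lp_1112) had a 2.5-fold higher mean with high citrate consumption and a 2.42-fold higher mean with high succinate production, but the fermentations of each class varied widely. Its log2 level was 0.68 ± 1.00 (SD, n = 14) with high and -0.64 ± 1.22 (SD, n = 15) with low citrate consumption, a difference of 1.32 (SE 0.40, adjusted p = 0.459 from limma). For succinate the difference was 1.28 (SE 0.40, adjusted p = 0.501). The direction rests on the summed brightness. With the 5 fermentation parameters as covariates, the difference fell to 0.32 for citrate and 0.40 for succinate.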

For the other genes this relation is less clear (e.g. *lp_0603*, coding for a putative acetyltransferase). Interestingly, among these five genes two appear to be involved in nucleotide biosynthesis, more specifically in the conversion of (preferably) uridine.

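The gene pair named here, udk (lp_1562) and lp_2825, encodes a uridine kinase and a nucleosidase that prefers inosine and uridine, and the 8 genes of pyrimidine synthesis had positive differences with high citrate consumption that did not pass the test. The log2 difference of lp_2825 was 0.20 for citrate (SE 0.07, adjusted p = 0.459 from limma) and 0.13 for succinate. That of udk was 0.10 for both (SE 0.06, 1.07-fold). Among the pyrimidine genes, pyrE (lp_2697) differed by 0.84 (SE 0.40, adjusted p = 0.533, 1.79-fold) between the citrate classes. The 8 genes had a median of 0.72, 8 of 8 differences were positive, and 0 genes were called over all genes. For the list as a whole the adjusted p was 0.249 from fry, and 0.401 from camera with an estimated correlation. NaCl was absent in 12 of the 14 fermentations of high consumption and present in 11 of the 15 of low consumption. The member pyrB (lp_2703) differed by 0.84 for citrate and by -1.02 with NaCl, neither of which passed. The citrate differences of the list thus mix consumption with NaCl. These directions rest on the summed brightness.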

**Figure 3:**
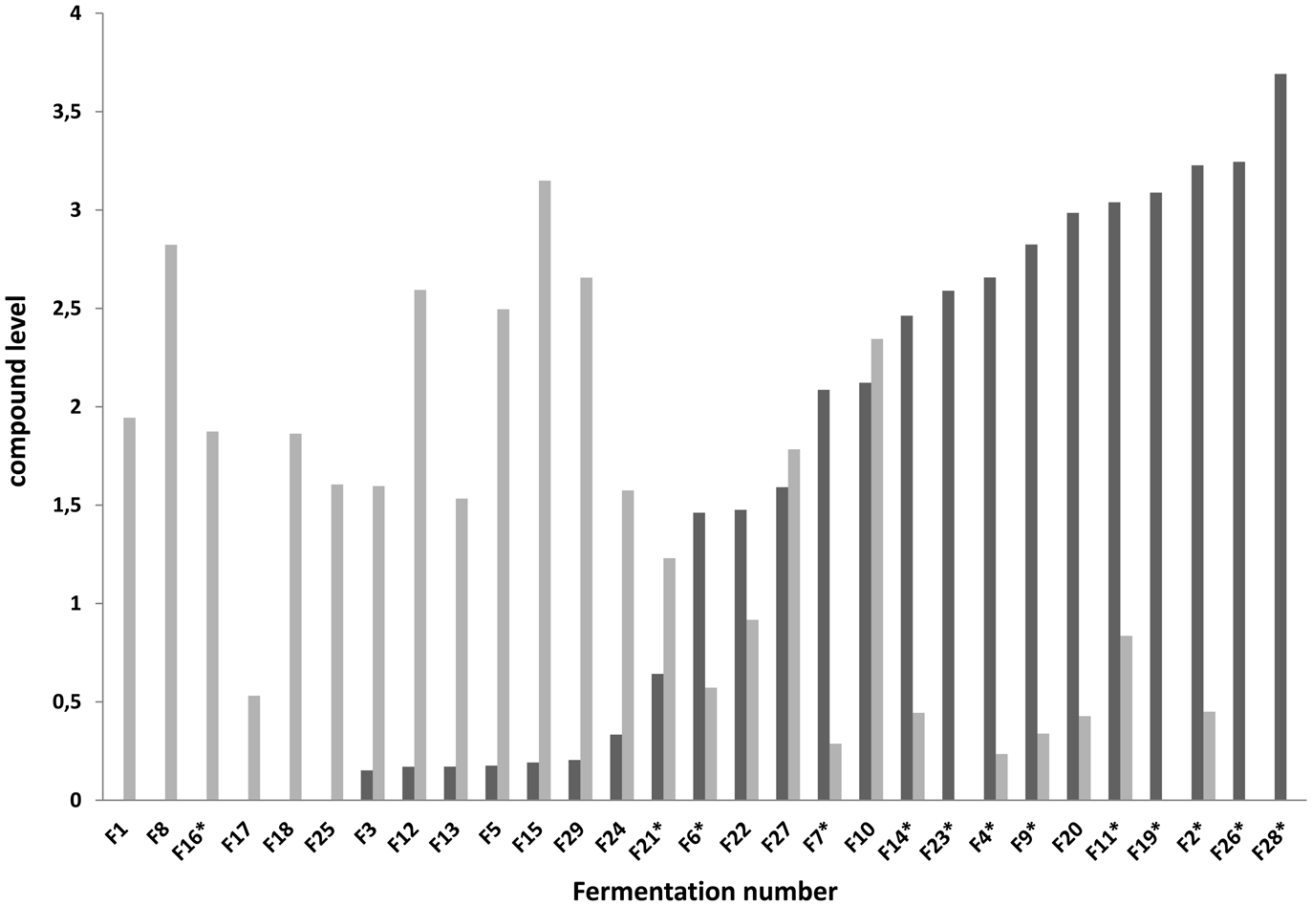
Citrate (dark bars) and succinate (light bars) concentrations in the 29 fermentations. Fermentors marked with an asterisk represent fermentations to which 0.3 M NaCl was added.

The transcriptome data and the RF importances were averaged for the two classifications (taking the average gene expression ratio/importance from both the citrate and succinate classes) and plotted on the genome scale metabolic map in Simpheny (see methods and Table S1). Apart from the genes described earlier, we identified additional genes in the metabolic vicinity of citrate to succinate conversion and nucleotide biosynthesis to be altered in expression and/or important for RF classification (Figure 4). In addition to these regions in the metabolic map, changes were observed in teichoic acid biosynthesis.

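The genes of teichoic acid synthesis differed little and in both directions between the classes. Of 20 such genes listed beforehand, 0 were called between the citrate classes, over all genes or adjusted over the list alone, and the median log2 difference was 0.05. The smallest p belonged to members of both signs. The teichoic acid glycosylation gene gtcA2 had a positive difference of 0.35 (SE 0.13, adjusted p = 0.459 from limma). The putative D-ribitol-5-phosphate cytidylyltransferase gene lp_1816 and its neighbour lp_1817 had negative differences of -0.52 (SE 0.24, adjusted p = 0.53) and -0.42. With the other parameters as covariates, lp_1816 turned to 0.20 and lp_1817 to 0.08. Of 15 genes of the citrate, malate and fumarate cluster, which the map shows near the conversion of citrate, 0 were called over all genes and 1 adjusted over the list alone. Their median was 0.41, and lp_1101 differed by 0.76 and lp_1102 by 0.67. The signs rest on the summed brightness.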

**Figure 4:**
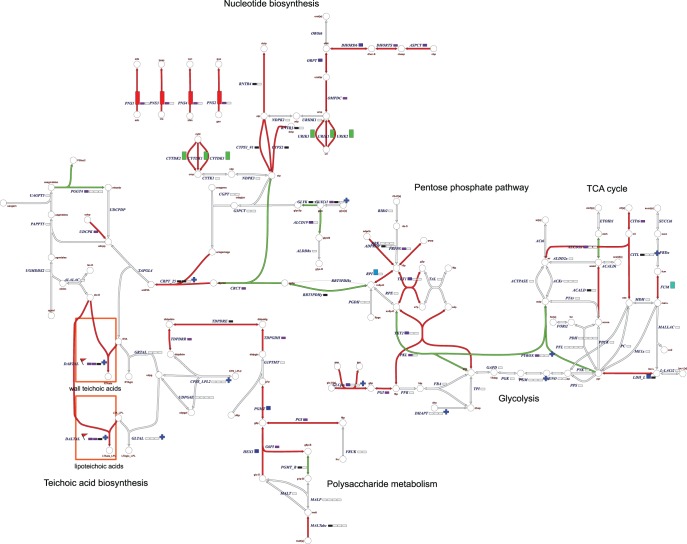
Simpheny-based visualization of the metabolic map of *L. plantarum* WCFS1 reveals the interconnectivity of the pentose phosphate pathway, and teichoic acid and nucleotide biosynthesis to citrate and succinate levels. Arrows indicate reaction and their up- or downregulation (p<0.05 in green and red, respectively) in the increased citrate uptake and succinate production conditions. Marked with boxes next to the reaction names is the average importance per gene involved in the reaction for the two classifications (citrate and succinate). Bar heights correspond to importance levels.

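Prophage genes were among those of steepest decline with the growth rate, and the endonuclease III gene nth2 and the glycogen phosphorylase gene glgP were among those that rose. For an increase of 0.1 h-1 in the maximum growth rate, lp_0665, which encodes the major capsid protein of prophage P1, fell by 0.63 on the log2 scale, lp_2400 of prophage P2a by 0.49 (r = -0.854 over 29 fermentations) and the lysin gene lp_2401 by 0.48. The level of nth2 (lp_3241) rose by 0.32 per 0.1 h-1 (r = 0.83, adjusted p = 2.51e-06 from limma), and that of glgP (lp_0024) by 0.10. Of the 58 genes of prophage P1, 46 fell and 1 rose (48 fell when adjusted over the list alone), and of the 74 genes of the P2 prophages 45 fell and 2 rose. With an estimated correlation, camera gave adjusted p = 0.272 for P1 and 0.229 for P2. Taken gene by gene with limma, without a minimum fold, 406 genes rose and 424 fell with the growth rate. With temperature and pH as covariates 37 rose and 103 fell, with the additive model of all 5 parameters 58 rose and 126 fell, and with day as a block 325 rose and 339 fell. The growth rate was 0.66 ± 0.11 h-1 (SD, n = 13) at 37 °C and 0.40 ± 0.13 (SD, n = 16) at 28 °C. At 37 °C lp_0665 was over 2 times the background in 6 of 44 channels with the dyes exchanged, so that its slope is measured against levels near the background. These directions rest on the summed brightness and turn with the dyes as labelled.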

Using a similar RF-based approach, no clear target genes could be found on basis of transcript levels in relation to µ_max_ (data not shown), most probably due to the relative low signal to noise ratio within the transcriptome data. An alternative approach using groups of genes rather than single genes (see Methods) resulted in a highly significant correlation (R^2^ = 0.95) of the average expression level of 47 genes and µ_max_ (Figure 5 and Table S2). 

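The mean level of the 46 different genes among the 47 entries of Table S2 rose with the maximum growth rate of Table 1. Over 29 fermentations Pearson's r was 0.852 and Spearman's rho 0.839 (permutation test, two-sided, p = 1e-05, the smallest that the permutations can give, Benjamini-Hochberg adjusted p = 1.3e-05 over 4 relations). Without F16 and F28, whose growth rates lie farthest from the median, r was 0.820 and rho 0.801 (n = 27, permutation p = 3e-05). Within the days, r was 0.69 on day 1, 0.35 on day 2, 1.00 on day 3 and 0.71 on day 4, each over 6 fermentations. Day 5 holds 5 fermentations, below the minimum of 6 set for an r. At 28 °C alone r was 0.750 (n = 16, permutation p = 0.00084), and at 37 °C alone r was 0.415 (n = 13, permutation p = 0.16). The study chose these genes on the same fermentations, so that the relation is not independent evidence. When the 46 genes of highest r were chosen anew, their mean gave an r of 0.914, and after the growth rates were permuted the same choice gave 0.502 to 0.804. The sign rests on the summed brightness.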

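Among the genes of Table S2 that rose with the growth rate were cydB (lp_1126), a subunit of the cytochrome d oxidase, and lp_3069, an oxidoreductase. The log2 level of cydB rose by 0.21 for each 0.1 h-1 (adjusted p = 1.80e-04 from limma, r = 0.716 over 29 fermentations), and lp_3069 had an r of 0.764. The highest r belonged to lp_1931 (0.792) and lp_2889 (0.785). Genes of carbohydrate metabolism followed with lower values, such as pgm2 (0.681) and bgl (0.636), and the cell envelope gene tagE3 had an r of 0.524, but these 3 did not pass with day as a block (limma adjusted p = 0.18, 0.0661 and 0.207). Of the 46 genes, 42 had a positive r, with a median of 0.423. 21 rose at an adjusted p under 0.05 and 0 fell, and tarL had the lowest r, at -0.24. Each sign rests on the summed brightness.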

The encoded functions of these genes include 8 regulators from diverse families, 13 hypothetical and 4 transport-related proteins, 8 functions involved in energy and central intermediary metabolism, and 5 genes that play a role in cell envelope functionalities.

**Figure 5:**
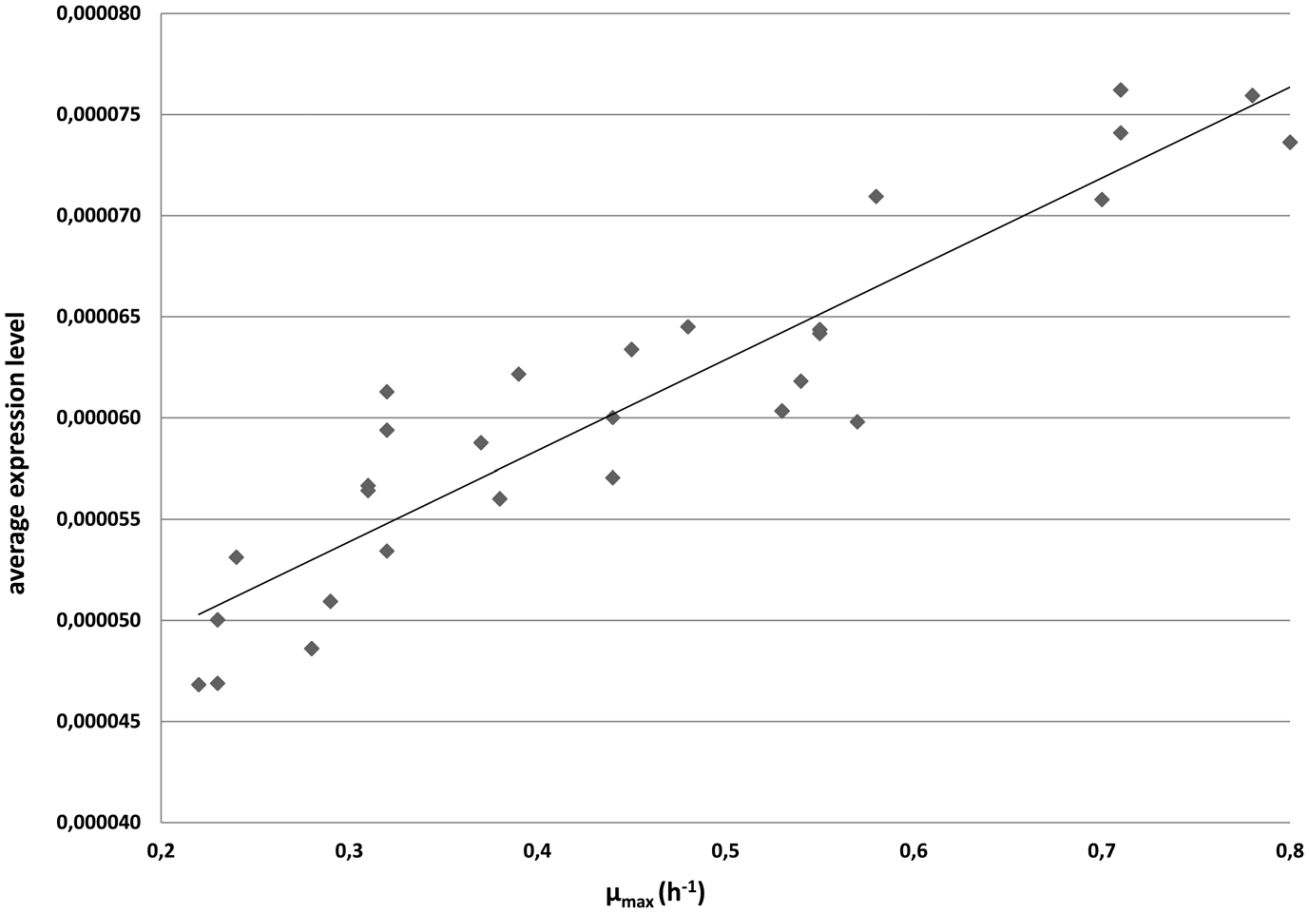
Scatterplot of the µ_max_ and expression level of the highly correlated genes. Each diamond symbol in the plot corresponds to a single fermentation or which both µ_max_ and microarray data was determined. Expression levels were normalized (see methods) and averaged. Correlation of µ_max_ and transcriptome data is 0.95 (Spearman rank).

Overall, these analyses demonstrate the suitability of our genomics fermentation platform to identify genetic biomarkers for highly (industrially) relevant physiological characteristics of the corresponding cultures, such as growth rate and organic acid profiles.

### Identification of Regulatory Networks

Construction of regulatory networks revealed that, in line with the fact that amino acid concentrations had no impact on the physiological characteristics of *L. plantarum* (see above), virtually no transcriptome responses were observed for this fermentation-variable (Figure 6). 

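Genes of amino acid synthesis and transport did not separate the fermentations with 2.0 times the standard amount of amino acids (n = 15) from those with 1.1 times (n = 14). With limma, 0 of 3076 genes passed an adjusted p under 0.05 and over 1.5-fold, and the smallest adjusted p was 0.999. At an unadjusted p under 0.05, 29 of the 3076 genes differed, below the share of 0.05 that genes without an effect would give. The other parameters were not in this fit. With the additive model of all 5 parameters and day as a block 2 genes passed, and with each array channel as a replicate and the dyes exchanged 1 gene.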

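A Na+/H+ antiporter gene rose with NaCl, a catalase gene and copper genes rose with air, the ammonium transport gene amtB rose with pH, and the small heat shock gene hsp1 and prophage genes changed with temperature. At 37 °C 201 genes were higher and 248 lower than at 28 °C, among 3076 genes tested with limma. At pH 6.4 95 genes were higher and 49 lower than at pH 5.2. Between the neighbouring pH levels, 22 were higher and 23 lower at pH 5.8 than at pH 5.2, and 5 were higher and 1 lower at pH 6.4 than at pH 5.8. With 300 mM NaCl 8 genes were higher and 5 lower, and with air 3 were higher and 0 lower. At an unadjusted p under 0.05, 1590 genes differed with temperature, 842 with pH, 366 with NaCl and 255 with air. With day as a block, 249 and 266 genes were called for temperature, 63 and 46 for pH, 5 and 6 for NaCl, and 14 and 3 for air. Of the genes called without the block, 414, 75, 9 and 3 were called with it. The division into higher and lower rests on the summed brightness, and the 2 counts of each pair trade places with the dyes as labelled.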

For the other 4 fermentation-variables, significant transcriptome responses (response clouds) were observed in both directions (e.g. up- and down-regulation of genes). The largest response clouds were observed for temperature and pH, including a significant proportion of shared responses.

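The genes called for both temperature and pH included alkaline shock, phosphate transport and sugar transport genes, and nearly all of them had the same sign for 37 °C and for pH 6.4. The alkaline shock genes asp1 and asp2 rose by 0.79 and 0.76 on the log2 scale from 28 to 37 °C and by 0.81 and 0.89 from pH 5.2 to pH 6.4, where neither passed with day as a block (limma adjusted p = 0.197 and 0.101), and by the brightness alone the pH difference of asp2 was -0.04. The nicotinate phosphoribosyltransferase gene natC2 (lp_2771) rose by 1.36 and 1.56, and the D-serine ammonia-lyase gene dsdA by 0.87 and 1.34. The malate transport gene mleP1 fell by 0.62 and by 0.88, and the malate dehydrogenase gene lp_3150 fell by 1.17 and by 1.35. Only lp_0638, lp_1809, lp_2442 and the adenylosuccinate synthase gene purA were lower at 37 °C and higher at pH 6.4, and with day as a block none of the 4 passed for pH (limma adjusted p = 0.212, 0.307, 0.177 and 0.331). In all, 39 genes were called for both, which is 27.1% of the pH genes and 8.69% of the temperature genes. 27 were higher and 8 lower in both. Independent lists of these sizes would share 21.0 genes, 6.21 of them higher in both. The largest rise for pH was that of lp_3286 at 2.66 (SE 0.48, 6.33-fold, adjusted p = 6.13e-04 from limma), with 8 fermentations at pH 6.4 and 9 at pH 5.2. Among genes higher at 37 °C, the largest rise was that of lp_0127 at 2.06 (SE 0.18, 4.18-fold), and hsp1 (lp_0129), a small heat shock protein gene, rose by 1.45 (SE 0.28, 2.72-fold, adjusted p = 9.67e-05), while the cold shock gene cspL (lp_0031) fell by 0.71 (SE 0.07, adjusted p = 1.84e-09). With the additive model of all 5 parameters 90 genes were shared, and without F11 and F17, which stand apart on a principal component, 23. With the dyes as labelled all of these signs turn.

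**Figure D1:**
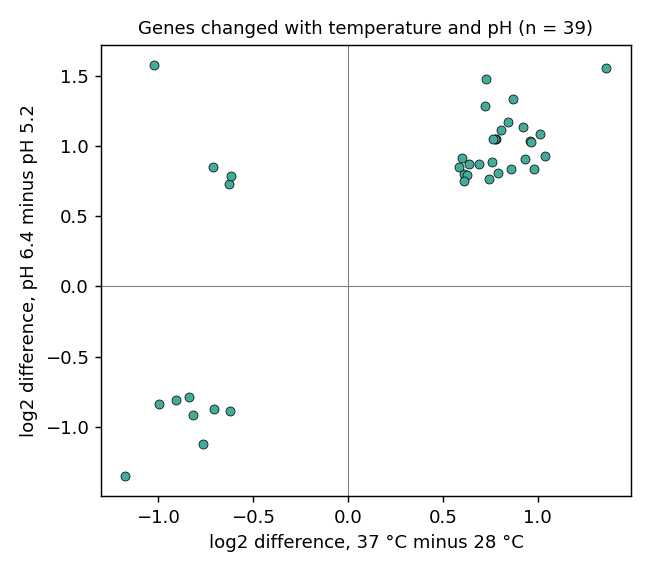
Log2 difference between 37 and 28 °C (horizontal axis) and between pH 6.4 and pH 5.2 (vertical axis) of the 39 genes called for both, with directions from the summed brightness. The plot shows 27 genes higher in both, 8 lower in both and 4 of opposite sign.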

**Figure 6:**
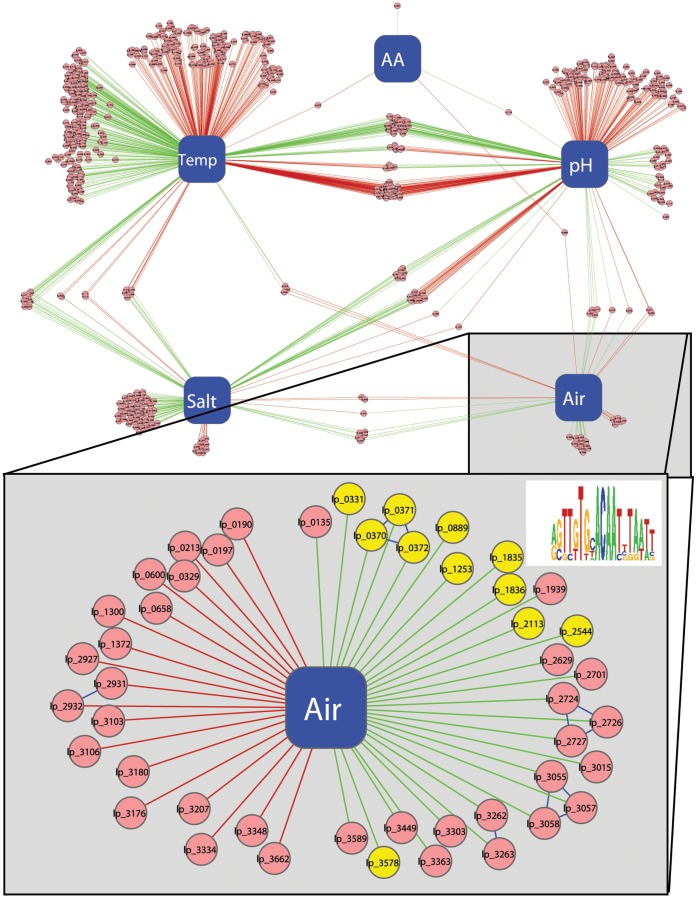
Reconstruction of the transcriptome response clouds to (combinations of) different fermentation parameters. Nodes in the network correspond to the fermentation parameters (in blue) and the genes with significant (p<0.05) altered (ratio change >2) expression level (light red). Each gene for which gene expression is significantly altered by changing the fermentation parameter is connected to that fermentation parameter by an edge. Edge colour reflects under which condition the gene has the (relatively) highest expression (red = low temperature, [NaCl], [AA], pH or O_2_ levels or green = high temperature, [NaCl], [AA], pH or O_2_ levels). Visualization of the network was performed in cytoscape (http://cytoscape.org). Genes are grouped on the basis of shared response with the different fermentation variables. In the lower panel the response cloud of O_2_ is shown in more detail, in combination with a web logo of the putative TF binding site. Genes that share this binding site in their upstream sequence have been colored yellow.

To assess which functional classes are overrepresented in the observed response clouds, a BiNGO analysis was performed (Table S3). 

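Transcription regulators were among the genes that changed most with temperature, and all of those listed for regulatory functions in Table S3 had higher levels at 37 °C than at 28 °C. The TetR family regulator lp_3119 had a log2 level of 0.99 ± 0.36 (SD, n = 13) at 37 °C and -0.80 ± 0.26 (SD, n = 16) at 28 °C, a difference of 1.79 (SE 0.11, 3.45-fold, adjusted p = 1.06e-12 from limma). The MerR family regulator lp_3013 rose by 1.64 (SE 0.11, 3.11-fold, adjusted p = 1.14e-12). Of the 32 regulatory genes, 32 were higher at 37 °C, with a median log2 difference of 0.79. The study chose them on these fermentations, so that they are not independent evidence. The direction rests on the summed brightness, and with the dyes as labelled all 32 are lower at 37 °C.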

For the low-temperature response cloud only a single functional class was found to be overrepresented (p = 0.042), encompassing the regulatory functions. 

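Prophage genes made up most of the strongest declines from 28 to 37 °C, and genes of citrate and malate metabolism also fell. The major capsid gene lp_0665 of prophage P1 fell by 2.23 on the log2 scale (SE 0.26, adjusted p = 4.06e-08 from limma), and its neighbour lp_0664 fell by 2.64 (SE 0.26, 6.22-fold, adjusted p = 3.38e-09). The major capsid gene lp_2417 of prophage P2a fell by 2.35 (SE 0.22, adjusted p = 1.95e-09). At 37 °C lp_0664, lp_0665 and lp_2417 were over 2 times the background in 11, 6 and 10 of 44 channels with the dyes exchanged, so that these sizes are measured against levels near the background. Of 58 genes of prophage P1, 24 were lower and 0 higher (24 lower when adjusted over the list alone), with a median of -0.53. Of 74 genes of the prophages P2a and P2b, 35 were lower and 1 higher, with a median of -0.54. Of 14 genes of the prophage remnant R-lp3, 3 were higher, among them lp_3378 at 0.75. The citrate lyase ligase gene citC (lp_1106) fell by 0.96 (SE 0.16, adjusted p = 8.26e-06), lp_1101 by 1.41 and the malic enzyme gene mae (lp_1105) by 0.82. Of the 15 genes of this cluster 8 were lower and 0 higher, with a median of -0.76. The prophage lists and this cluster moved as groups (fry, adjusted p = 0.000124 for P1 and for P2 and 5.81e-06 for the cluster), and camera gave an adjusted p of 0.723 for each with an estimated correlation. In Table S3, the 6 genes of the TCA cycle had a median of -0.92 and the 5 of fermentation -1.10. These genes were chosen on the same fermentations. With day as a block the medians were -0.35 for P1 and -0.36 for P2. With the growth rate as a covariate the median over both was -0.17. Each sign rests on the summed brightness and turns with the dyes as labelled.

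**Figure D2:**
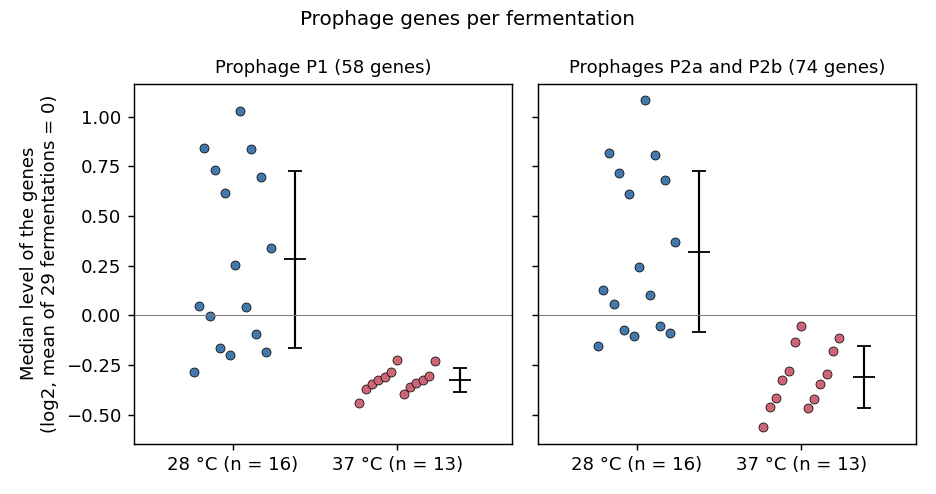
Median log2 level of the 58 genes of prophage P1 and of the 74 genes of prophages P2a and P2b in each fermentation at 28 °C (n = 16) and 37 °C (n = 13), with the mean of the 29 fermentations at 0. Points are fermentations and bars show the mean ± SD, and most fermentations at 28 °C lie above those at 37 °C.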

The functional class found as most significantly overrepresented (p = 5.6×10^−35^) in the high-temperature response cloud encompasses phage- and prophage-related functions, whereas TCA cycle and fermentation were also overrepresented significantly. Despite the fact that the above mentioned functional classes are significantly overrepresented, it is hard to assess their role in the determination of the functional properties and adaptation of *L. plantarum* to the altered fermentation conditions.

The functional classes found overrepresented in the salt-response clouds include several sub-classes associated with amino acid and nucleotide biosynthesis and transport (Table S3), reiterating our earlier observations that the addition of salt to the fermentation media correlates with increased citrate uptake and succinate production, which according to our Simpheny analyses involved several amino acid- and nucleotide-related processes (see above).

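With 300 mM NaCl, genes of a Na+/H+ antiporter, a transglycosylase and an ABC transporter and the thiamine gene thiM rose, and an aminotransferase gene and an amino acid transport gene fell, although thiM and the amino acid transport gene lp_3278 did not pass with day as a block (limma adjusted p = 0.0543 for each). The antiporter gene napA3 (lp_2827) had a log2 level of 0.63 ± 0.54 (SD, n = 13) with NaCl and -0.51 ± 0.65 (SD, n = 16) without, a difference of 1.14 (SE 0.22, 2.21-fold, adjusted p = 0.00982 from limma). The transglycosylase gene lp_3014 rose by 0.97 (SE 0.22, adjusted p = 0.0395), but by 0.19 by the brightness alone, and it was called in 10 of 15 alternative settings. The ABC transporter genes lp_0217, lp_0218 and lp_0219 rose by 0.64, 0.65 and 0.66. The aminotransferase gene lp_3207 fell by 1.34 (SE 0.25, 2.52-fold, adjusted p = 0.00982), and the amino acid transport gene lp_3278 by 1.21 (SE 0.28). With NaCl lp_3278 was over 2 times the background in 12 of 44 channels with the dyes exchanged, so that its size is measured against levels near the background. Of 9 histidine synthesis genes 0 were called over all genes and 6 were higher when adjusted over the list alone, with a median of 0.59. Of 8 pyrimidine synthesis genes 0 were called, with a median of -0.81, and pyrB (lp_2703) had a difference of -1.02 (SE 0.44, adjusted p = 0.339). Of 9 arginine synthesis genes 0 were called, with a median of 0.37. In the thiamine list 1 of 3 genes was called (thiM, 0.67, adjusted p = 0.0488) and 2 were higher when adjusted over the list alone. Without F11 and F17 4 genes were called in place of 13, and with the additive model of all 5 parameters 28. Here the signs rest on the summed brightness.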

Interestingly, among the two individual oxygen response clouds (up- and down-regulated) nucleotide biosynthesis was identified as an overrepresented class. Detailed analyses of these two response clouds pinpointed that, although the class was shared, the clouds consisted of different genes. 

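The anaerobic ribonucleotide reductase genes nrdD (lp_2931) and nrdG (lp_2932) had lower levels with air than with nitrogen, by an amount that did not pass the test over all genes. The log2 difference of nrdD was -0.71 (SE 0.21, adjusted p = 0.172 from limma), and 12 of 14 fermentations with air lay below the median of those with nitrogen. That of nrdG was -0.61 (SE 0.22, adjusted p = 0.395). The aerobic ribonucleotide reductase genes nrdE (lp_0693) and nrdF differed by 0.19 (SE 0.09, adjusted p = 0.592) and 0.05. Of the 5 ribonucleotide reductase genes 0 were called over all genes, and 2 were lower with air when adjusted over the list alone. With day as a block nrdD had an adjusted p of 0.15. These directions rest on the summed brightness, and with the dyes as labelled nrdD and nrdG are higher with air.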

Manual inspection of these genes revealed that under conditions that lacked oxygen, *lp_2931* and *lp_2932* were consistently upregulated. These genes code for NrdD and NrdG, which are class III ribonucleotide reductases, a class of ribonucleotide reductases that only function under anaerobic conditions [41], [42]. Furthermore, it was shown in different organisms, including LAB, that these genes are essential for growth under anaerobic conditions [42], [43]. Reduction of these ribonucleotides under anaerobic conditions could function as a source for deoxyribonucleoside triphosphates for DNA sysnthesis. This could also explain why under aerobic conditions, parts of the nucleotide biosynthesis pathways (i.e. *purL* (*lp_2724*), *purS* (*lp_2726*), *purC* (*lp_2727*) and *pyrAA* (*lp_2701*)) were found to be induced.

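The purine genes had positive differences between air and nitrogen, none of which passed the test. The log2 difference was 0.59 for purL (lp_2724, SE 0.28, adjusted p = 0.583 from limma), 0.61 for purC (lp_2727, SE 0.33, adjusted p = 0.698) and 0.41 for purS (lp_2726, SE 0.37, adjusted p = 0.917). The carbamoyl-phosphate synthase gene pyrAA (lp_2701) differed by 0.48 (SE 0.44, adjusted p = 0.919). Of the 16 genes of purine synthesis 14 had a positive difference, with a median of 0.42, and 0 were called over all genes or adjusted over the list alone. For this list the adjusted p was 0.655 from fry and 0.891 from camera with an estimated correlation. The signs rest on the summed brightness and turn with the dyes as labelled.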

In addition to the nucleotide biosynthesis, we also found other genes that were clearly either negatively or positively correlated to differences in the availability of oxygen during fermentation. Among these genes, we identified several typical functions involved in oxygen metabolism in *L. plantarum* that appeared to be consistently induced in presence of oxygen, e.g., pyruvate oxidases (*pox3* (*lp_2629*), *pox5* (*lp_3589*)) and NADH oxidases (*nox5* (*lp_3449*)) as well as members of the oxygen-stress regulon like catalase (*kat* (*lp_3589*), NADH peroxidase (*npr2* (*lp_2544*)), protein methionine S-oxide reductase (*msrA2* and *mrsB* (*lp_1835* and *lp_1836*)) and a glutathione reductase (*gshR2* (*lp_1253*). Conversely, several genes involved in fermentation appeared to be expressed at a lower level in the presence of oxygen, like alcohol dehydrogenase (*adhE; lp_3662*) and acetaldehyde dehydrogenase (*acdH*; *lp_0329*), which may very well relate to their role in maintenance of the redox balance during anaerobic fermentation [44].

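Catalase and copper genes rose with air, and most other genes of oxygen metabolism had positive differences that passed the test only with day as a block or not at all. The catalase gene kat (lp_3578) rose by 1.04 on the log2 scale (SE 0.21, 2.05-fold, adjusted p = 0.0254 from limma), and 14 of 14 fermentations with air lay above the median of those with nitrogen. The copper-transporting ATPase gene copB (lp_3363) rose by 1.29 (SE 0.28, 2.45-fold, adjusted p = 0.0345), and lp_3057, a copper-binding protein gene, by 1.52 (SE 0.34, 2.87-fold, adjusted p = 0.0476). The pyruvate oxidase genes pox3 and pox5 (lp_3589) differed by 1.78 (SE 0.56, adjusted p = 0.21) and 1.05 (SE 0.33, adjusted p = 0.223), and the NADH oxidase gene nox5 by 1.20 (SE 0.48, adjusted p = 0.484). The NADH peroxidase gene npr2 differed by 0.92 (SE 0.23, adjusted p = 0.0732), and with day as a block its adjusted p was 0.0454. For msrA2, mrsB and gshR2 the differences were 1.04, 1.17 and 1.48, with adjusted p of 0.103, 0.0556 and 0.154, and with day as a block 0.0264, 0.0178 and 0.0252. Of 20 redox genes 1 was called over all genes and 8 were higher when adjusted over the list alone, and of 4 copper genes 2 were called and 4 were higher adjusted over the list alone. With an estimated correlation camera gave adjusted p = 0.0302 for both lists. Levels taken from the summed brightness alone gave 0 called genes. They set the signs, and with the dyes as labelled these genes are lower with air.

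**Figure D3:**
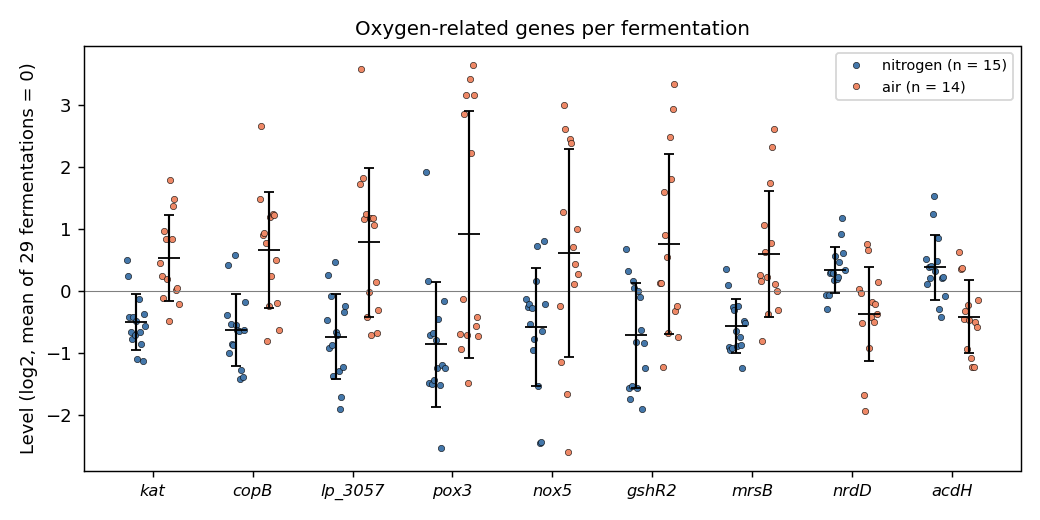
Log2 level of 9 genes in each fermentation with nitrogen (n = 15) and with air (n = 14), with the mean of the 29 fermentations at 0. Points are fermentations and bars show the mean ± SD. The levels of kat and lp_3057 in 14 of 14 fermentations with air lie above the median with nitrogen.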

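The acetaldehyde dehydrogenase gene acdH (lp_0329) had a lower level with air, with a log2 difference of -0.80 (SE 0.20, adjusted p = 0.072 from limma), and 11 of 14 fermentations with air lay below the median of those with nitrogen. With day as a block its adjusted p was 0.0141. The alcohol dehydrogenase gene adhE differed by -0.67 (SE 0.30, adjusted p = 0.531), the acetate kinase gene ack1 by -0.24 and the lactate dehydrogenase gene ldhD (lp_2057) by -0.12 (SE 0.08, adjusted p = 0.824). Of the 11 genes of pyruvate metabolism and fermentation 0 were called over all genes and 1 was lower when adjusted over the list alone, with a median of -0.06. All signs here rest on the summed brightness, and that of ldhD turns when the channels are analysed separately. From the lower level of the fermentation genes with oxygen, the paper proposes a relation to their role in keeping the redox balance during anaerobic fermentation.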

Detailed analysis of the upstream regions of the genes in the O_2_ response cloud revealed the presence of a putative transcription factor (TF) binding site with a clear inverted repeat consensus sequence (5′-agTTGTGCACAAtttaatt-3′) upstream of a large number of genes elevated in expression under the O_2_-rich condition (Figure 6). This TF binding site was previously identified in a study that compared a large number of different microarray experiments in *L. plantarum* [45], but was not linked to presence of O_2_ under these conditions, likely caused by the fact that the dataset used lacked sufficient description of the experimental setup. These results clearly establish that the approach chosen enables the generic modulation of multiple genes and pathways by the variation of fermentation conditions, and that genomic methodologies enable their molecular recoding as well as the comprehensive mining of their inter-relations.

A relative large number of genes in the response cloud identified for lower pH levels represent the main functional class “transport and binding” (10 out of 29 genes, p = 0.04). Among these genes, many different subclasses of transport and binding were found (amino acid, organic acids, cations, anions and unknown substrates) and did not represent any single cellular pathways with clear relation among the proteins. However, the response clouds to the combination of pH with other fermentation parameters; salt (downregulated), and temperature (down- and up-regulated) all show a clear overrepresentation of different functional subclasses of the “transport and binding” class (cations, anions, and amino acids, respectively). These findings suggest that multiple pH-adaptation mechanisms exist in *L. plantarum* WCFS1, and that the executed pH adaptation depends on other fermentation conditions besides the pH, whereas membrane potential alterations appear to correlate to metabolite transport.

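Single genes for the uptake of ammonium, amino acids and other substrates rose from pH 5.2 to pH 6.4, and a transport gene fell. The ammonium transport gene amtB (lp_0349) had a log2 level of 0.67 ± 0.59 (SD, n = 8) at pH 6.4 and -1.13 ± 0.46 (SD, n = 9) at pH 5.2, a difference of 1.8 (SE 0.23, 3.48-fold, limma adjusted p = 1.17e-05). The amino acid transport gene lp_3339 rose by 2.10 (SE 0.37, 4.27-fold, limma adjusted p = 4.80e-04), and the transport gene lp_3402 by 1.75 (SE 0.35, limma adjusted p = 0.00138). The aspartate ammonia-lyase gene ansB (lp_2830) rose by 1.89 (SE 0.25, 3.71-fold, limma adjusted p = 1.83e-05). Without F7 at pH 5.2 its difference was 1.74, and without F17 at pH 6.4 it was 2.10. The transport gene lp_1863 fell by 0.95 (SE 0.24, limma adjusted p = 0.00863), and by 0.65 without F17, and with day as a block its limma adjusted p was 0.134. The 10 transport and binding genes that Table S3 lists for this cloud had a median log2 difference of 0.87, and 10 of 10 were higher at pH 6.4. They were chosen on these fermentations. The signs rest on the summed brightness, and with the dyes as labelled these 10 genes are higher at pH 5.2. Fermentations at pH 5.2 and at pH 6.4 were run on the same day only on days 2 and 4.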

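Single phosphate transport genes rose with both pH and temperature, and cation transport genes had positive differences for pH and NaCl. From pH 5.2 to pH 6.4 the phosphate transport gene pstC (lp_0748) rose by 1.12 on the log2 scale (SE 0.25, limma adjusted p = 0.00453), lp_0746 by 1.17 and lp_0749 by 1.05. From 28 to 37 °C pstD (lp_0747) rose by 1.01 (SE 0.23, limma adjusted p = 6.31e-04) and pstC by 0.80. Of the 6 phosphate transport genes, 5 were higher at pH 6.4 and 5 at 37 °C, but with an estimated correlation camera gave the list an adjusted p of 0.82 for pH and 0.723 for temperature. The 5 anion transport genes that Table S3 lists for pH and temperature had medians of 1.08 and 0.80, and the 3 cation transport genes listed for pH and salt had medians of 0.96 for pH and 0.46 for NaCl. The 20 transport and binding genes listed for pH and temperature in the other direction had medians of -0.57 and -0.88. Among them the cation transport gene lp_1295 fell by 0.91 with pH and by 0.82 with temperature. The 9 histidine synthesis genes had a median of -0.78 for pH, 4 were lower over all genes and 9 when adjusted over the list alone, with the same adjusted p from camera. All lists from Table S3 were chosen on these fermentations. Here the signs rest on the summed brightness and turn with the dyes as labelled.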

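A difference of the temperature effect between pH 6.4 and pH 5.2 was found for 14 genes in a result that depends on the analysis, among them the peptide-binding gene oppA (lp_1261). The interaction, which is the temperature effect at pH 6.4 minus that at pH 5.2 on the log2 scale, was -0.92 for oppA (SE 0.17, adjusted p = 0.0215 from limma), 1.34 for lp_2823 (SE 0.22, adjusted p = 0.00789) and 2.03 for lp_0984 (SE 0.42, adjusted p = 0.0339). At an unadjusted p under 0.05, 648 genes had such an interaction. For pH 6.4 with NaCl 0 genes passed and 182 did at an unadjusted p under 0.05, and for temperature with NaCl 0 and 176. For temperature with gas the counts were 0 and 453, and for NaCl with gas 0 and 102. Without any interaction a share of 0.05 of the 3076 genes would pass at this limit. The counts of 182 and 176 lie near that share and that of 102 below it. With day as a block 0 of the 14 genes remained, with plain background subtraction 5 genes passed, and with separate channels, as labelled or exchanged, or with levels from the summed brightness alone 0 passed. The signs rest on the summed brightness. From the transport classes of the combined clouds, the paper proposes several mechanisms of pH adaptation whose use depends on the other conditions.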

In conclusion, these regulatory networks provide insight into the genetic factors underlying correlations between (combinations of) fermentation conditions and physiological characteristics of *L. plantarum.*

## Discussion

This study reports an integrated approach in which *L. plantarum* WCFS1 was fermented under different conditions, followed by assessment of the physiological characteristics of the cells and full-genome transcriptomes (Figure 1). All data obtained were stored in a correlation database that is freely accessible, in a web-based platform designated FermDB. The fermentation scheme used here was based on a balanced fractional, factorial design whereby multiple parameters were varied in between fermentations. This design reduced the number of fermentations required (24 excluding controls) compared to 1 by 1 variation of these parameters (32 fermentations excluding controls). Yet, even with this reduced scheme, the effect of varying combinations of two parameters in the fermentations could still be clearly established. Moreover, the fact that single fermentative parameters could be readily associated with physiological parameters in the background of multiple variables between fermentations enhances the likelihood that the data generated here can be extrapolated to other fermentation media and/or conditions, including industrially relevant fermentation settings. Correlation analysis of the data pinpointed the fermentation conditions that are of importance for the discrimination of particular physiological characteristics, such as maximum growth rate, biomass yield, and organic acid profiles. Furthermore, the expression levels of specific genes could be associated with physiological characteristics, providing insight into the molecular mechanisms involved.

Our approach readily revealed that physiological characteristics of *L. plantarum* are dramatically influenced by the fermentation conditions. For example, the capacity to convert citrate to succinate depended on the salt concentration applied during fermentation and had a clear effect on the maximum OD_600_ reached in the fermentation. Citrate to succinate conversion by *L. plantarum* and several other LAB has been documented previously and was demonstrated to be coupled to the degradation of lactic acid [46], [47]. In this process, lactate is degraded to acetate via a pyruvate formate lyase, where oxaloacetate (formed from citrate) is used as an electron acceptor, resulting in the production of succinate, formic acid and CO_2_. Degradation of lactate into acetate yields an additional ATP from the original carbon source [26], [46] and could therefore explain the increased yield observed in the fermentations without added salt. Unfortunately, we did not observe an increase in acetate and formic acid production and lactate utilization, probably due to the interference of other fermentation variables (formic acid production was significantly different between fermentations at different pH levels, while acetate production was significantly different between aerobic vs anaerobic conditions). Although citrate to succinate conversion has been previously studied in *Lactobacillus plantarum*, no fermentation conditions were identified that influence the utilization of citrate. In this study we show that the addition of NaCl to the fermentation significantly affects citrate to succinate conversion independent of other fermentation variables. As this change in citrate to succinate conversion was coupled to a decreased maximum OD_600_, it is likely that the complete lactate degradation cascade is not functional anymore when NaCl is added to the medium. Most likely, this decrease in citrate utilization is coupled to changes in the capacity of the cells to efficiently transport citrate across the membrane, due to the changes in osmolarity caused by the addition of NaCl to the medium. Notably, the concomitant transcriptome profiles obtained also pinpointed to the effect of salt on cell envelop associated functions, including teichoic acid biosynthesis.

Besides the correlation of physiological characteristics and fermentation discussed above, our fermentation genomics platform enables the association of fermentation conditions and transcriptome profiles, e.g. the O_2_ response cloud as presented in Figure 6. Detailed analyses of the genes in the O_2_ response cloud showed the presence of only a single gene annotated as a transcriptional regulator (*lp_0889*). This regulator is annotated as a member of the MarR family, a family of proteins involved in the regulation of virulence factor production, catabolism of environmental aromatic compounds and response to antibiotic and oxidative stresses [48]. In *Bacillus subtilis* OhrR, a member of the MarR family, was shown to be involved in the regulation of the expression of *ohrA*, a gene involved in the protection against different reactive oxygen species [49]. In this study, the binding site for OhrR was determined as an inverted repeat with the sequence TACAATT-AATTGTA. Comparison of the *B. subtilis* inverted repeat with the predicted binding site of the *L. plantarum* genes in the O_2_ response cloud showed a high resemblance of these two sequences; the first part of the inverted repeat upstream of genes in the O_2_ response cloud resembles the second part of the OhrR bindingsite (TTGTG versus AATTGTA) and vice versa (CACAA versus TACAATT). Considering these observations, we hypothesize that Lp_0889 is a regulator of O_2_ response in *Lactobacillus plantarum* WCFS1.

The majority of the transcript-phenotype correlations identified involve genes that are conserved within the species *L. plantarum*, which prevents them from being identified by gene-trait matching approaches [14]. This observation exemplifies the complementarity of the transcriptome-trait matching approach presented here. Moreover, genetic biomarkers identified by gene-trait matching are not necessarily present in industrially applied strains [15], which hampers the gene-based improvement of strain performance. Industrial strains are generally selected on basis of a combination of traits, e.g. acidification rate [50], phage resistance [51], flavor-formation [2], [3], [6], [7] or probiotic functionality [1], [52], in combination with robustness under industrial processing conditions, e.g. freeze- or spray-drying procedures [8], [53]. Therefore, our transcriptome-trait matching results seem to have a broader applicability as compared to gene-trait matching approaches, since transcriptome-trait matching allows fermentation-enhanced improvement of a specific trait whilst applying the same strain. Conversely, the industrial implementation of gene-trait matching results might require tedious selection of alternative strains on basis of identified functional markers whilst attempting to maintain other functionalities.

This paper exemplifies the feasibility of FermDB to correlate transcriptome profiles to physiological characteristics or fermentative parameters of *L. plantarum*. However, this bioinformatic suite is currently implemented for broader exploitation. For instance, the availability of transcriptomics data under a plethora of conditions can facilitate the selection of engineered gene deletion derivatives by applying growth conditions that do not require the targeted gene to be expressed. Moreover, this strategy has recently led to the successful reversion of phenotypes initially observed in *L. plantarum* cell-envelope mutants by modification of the fermentation medium utilized [54]. FermDB has also been expanded with new functional *L. plantarum* WCFS1 datasets such as gastrointestinal survival (see accompanying manuscript by van Bokhorst *et al*.), resulting in the identification of fermentation conditions and genetic markers for these industrially relevant characteristics as well. Notably, the fermentation genomics strategy can be readily applied for other LAB species. Ultimately, these approaches enable the linkage between genes and functions which will further improve genome annotations. In parallel, it will provide a knowledge platform that can enable the rational design of industrial fermentation and process conditions for the production of LAB with improved functional characteristics.

## Supporting Information

Figure S1 **DNA microarray hybridization scheme**. F1–F29 represent the fermentations as presented in Table 1. Tail and head of the arrow represent Cy3 and Cy5 labeling, respectively. All subloops are labeled as the F1–F6 subloop.
(PPT)

Figure S2 **S2A-E display the growth curves of the 30 fermentations performed on 5 separate days.**
(PPTX)

Methods S1 **Detailed description of the medium composition of 2× CDM.**
(DOC)

Table S1 **RF importances and transcript levels per gene for succinate production and citrate consumption levels.** Bold genes represent shared top-10 importance factors for citrate and succinate.
(XLSX)

Table S2 **47 genes of which the average transcription level correlates with µ_max_.**
(XLSX)

Table S3 **BiNGO analyses to identify the functional gene categories overrepresented in response to modifications in fermentative parameters.**
(XLSX)

# Supplementary material for: Transcriptomes Reveal Genetic Signatures Underlying Physiological Variations Imposed by Different Fermentation Conditions in Lactobacillus plantarum
**Source:** PLoS One. 2012 Jul 3;7(7):e38720. doi: 10.1371/journal.pone.0038720
**Supplement:** Figure S2 — S2A-E display the growth curves of the 30 fermentations performed on 5 separate days.

## Slide 1

Fig. S2A
### Chart
| Category | F1 | F2 | F3 | F4 | F5 | F6 |
|---|---|---|---|---|---|---|

## Slide 2

Fig. S2B
### Chart
| Category | F7 | F8 | F9 | F10 | F11 | F12 |
|---|---|---|---|---|---|---|

## Slide 3

Fig. S2C
### Chart
| Category | F13 | F14 | F15 | F16 | F17 | F18 |
|---|---|---|---|---|---|---|

## Slide 4

Fig. S2D
### Chart
| Category | F19 | F20 | F21 | F22 | F23 | F24 |
|---|---|---|---|---|---|---|

## Slide 5

Fig. S2E
### Chart
| Category | F25 | F26 | F27 | F28 | F29 | F30 |
|---|---|---|---|---|---|---|

# Supplementary material for: Transcriptomes Reveal Genetic Signatures Underlying Physiological Variations Imposed by Different Fermentation Conditions in Lactobacillus plantarum
**Source:** PLoS One. 2012 Jul 3;7(7):e38720. doi: 10.1371/journal.pone.0038720
**Supplement:** Methods S1 — Detailed description of the medium composition of 2× CDM.

**Supplementary Methods**

**1L of 2x *L. plantarum* chemically defined medium (2x CDM) for fermentations based on Cremoris Defined Medium (see references below)**

Dissolve in 650 ml distilled water: Supplier + product number:

- 2 g K2HPO4 Merck 4873

- 10 g KH2PO4 Merck 5104

- 3.32 g Na-acetate.3H2O Merck 6268

- 1.2 g (NH4)3-citrate BDH 27153

- 0.5 g tyrosine (dissolves poorly) Sigma T-3754

- 15 g glucose-monohydrate Scharlau GL0129100

- 1 g L(+)Ascorbic acid (vit. C) Sigma A-0278

Add mix solutions (see below for composition):

- 200 ml 10x ami­no acid solution

- 20 ml 100x DNA precursor mix

- 20 ml 100x metal solution

- 20 ml 100x vitamin solution

Adjust volume to 1L

Adjust pH to desired value

Filter sterilise solution over a 0.22 µm filter

# MIX solutions

**100x DNA precursor mix**

10 mg adenine Sigma A-8626

10 mg guanine Sigma G-0381

10 mg xantine Sigma X-7375

10 mg uracil Sigma U-114

dissolve in 10 ml 0.1 M NaOH

Store in –40C freezer (stable for months)

**100x Vitamin solution**

Per litre distilled water

- 500 mg pyridoxamine-HCl Sigma P-9380

- 250 mg D-biotin Sigma B-4501

- 250 mg 6,8-thioctic acid Sigma T-5625

- 200 mg pyridoxine-HCl Sigma P-9755

- 100 mg nicotinic acid Sigma N-0765

- 100 mg Ca-(D+)pantothenate Sigma P-6045

- 100 mg Riboflavin Sigma R-4500

- 100 mg thiamin-HCl Sigma T-4625

- 100 mg vitamin B12 Sigma V-2876

- 100 mg folate Sigma F-7876

- 1 g p-aminobenzoëic acid Sigma A-0129

- 500 mg orotic acid Sigma O-2625

- 500 mg thymidine Sigma T-5018

- 500 mg inosine Sigma I-4125

Adjust pH to 10 by addition of 10 M NaOH to dissolve all the vitamins

Adjust pH to 6.8

Store in –40C freezer (stable for months)

**100x Metal solution**

Per litre distilled water:

- 20 g MgCl2  6 H2O BDH 10149

- 5 g CaCl2  2 H2O Merck 2382

- 1.6 g MnCl2  4 H2O BDH 10152

- 0.3 g FeCl3  6 H2O Sigma F-2877

- 0.5 g FeCl2  4 H2O Sigma F-2130

- 0.5 g ZnSO4  7 H2O BDH 10299

- 0.25 g CoSO4  7 H2O Merck 2546

- 0.25 g CuSO4  5 H2O BDH 10091

- 0.25 g (NH4)6Mo7O24  4 H2O BDH 10028

Dissolve the FeCl2  4 H2O in 10 ml 17 % HCl and FeCl3  6 H2O in 200 ml water, dissolve all other components in 700 ml water. After all three solutions are dissolved add them together and make the final volume 1000 ml.

Store in –40C freezer (stable for months)

**10*Amino acid solution**

Per litre distilled water:

- 2.40 g alanine Sigma A-7627

- 1.25 g arginine Sigma A-5006

- 4.20 g aspartic acid Sigma A-9256

- 1.30 g cysteïne-HCl Fluka 30120

- 5.00 g glutamic acid Sigma G-1251

- 1.50 g histidine Sigma H-8000

- 2.10 g isoleucine Sigma I-2752

- 4.75 g leucine Sigma L-8000

- 4.40 g lysine Sigma L-5626

- 2.75 g phenylalanine Sigma P-2126

- 6.75 g proline Sigma P-0380

- 3.40 g serine Sigma S-4500

- 2.25 g threonine Sigma T-8625

- 0.50 g tryptophane Sigma T-0254

- 3.25 g valine Sigma V-0500

- 1.75 g glycine Sigma G-7126

- 1.25 g methionine Sigma M-9625

Increase pH to 6.8 for proper dissolving of all amino acids

Store in –40C freezer (stable for months)

**References:**

R. Otto, B. ten Brink, H. Veldkamp and W.N. Konings. 1983. The relation between growth rate and electrochemical proton gradient of  *Streptococcus cremoris. FEMS Microbiology Letter* **16**: 69-74

B. Poolman and W.N. Konings. 1988. Relation of growth of *Streptococcus lactis* and *Streptococcus cremoris* to amino acid transport. *Journal of Bacteriology* **170**: 700-707

How the deposited data were processed for this re-analysis (not part of the article)

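Lactobacillus plantarum WCFS1 was grown in 29 fermentations that combined 2 temperatures, 3 pH values, 2 NaCl concentrations, 2 amounts of amino acids and air or nitrogen, on 5 days. The transcriptomes were measured on 56 two-colour arrays with 9271 spots each, of which 9147 belong to genes. Each of the 7 slides held several arrays, and each array compared 2 fermentations.

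The authors scanned each array in Cy5 and Cy3 and quantified the spots with ImaGene, and the intensity values as deposited are the mean brightness of each spot and of its local background, neither background-corrected nor normalized. The authors made the log2 values in the series value table by subtracting the background, applying a Lowess normalization and taking the log2 ratio of Cy5 over Cy3. These log2 values are empty for 0 to 612 spots per array, where a background-subtracted signal is not above 0, and their medians per array lie between -0.15 and 0.02. Their r with the ratio recomputed from the intensities was at least 0.869 on every array, across spots. The main values start from the intensities, and the authors' log2 values served as an alternative. The paper's methods give 5 µg of RNA per labelling and the sample labels 10 µg.

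Background was corrected by normexp with an offset of 50 and ratios were normalized by loess within each array, with control spots at weight 0, in limma 3.58.1 under R 4.3.3 with data.table 1.17.8. The median over the probes of each gene was taken for 3076 genes. Least squares over the 56 arrays, with a dye term per gene, gave 29 log2 levels per gene, so that the culture is the replicate and arrays that share an RNA are not counted as replicates. The signal of a channel was 2.95 to 16.2 times its background (median over the spots), and 4.85 in the middle channel. The number of arrays behind a fermentation limits the precision of its level.

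The direction of all values was set by the summed brightness of both channels, as the ratios with the dyes as labelled ran opposite to it. The levels are those of the labelled dyes with the sign turned as a whole, a step chosen after the ratios had been seen. The sizes, the tests and the counts do not depend on this step, and every direction does. The test was checked on simulated arrays, where 0 of 55 ran opposite with the dyes as labelled and 55 of 55 with the dyes exchanged. The simulated brightness was built from the levels themselves, and no array was left out. The simulation thus checks the procedure and cannot show that the measured brightness follows the amount of RNA.

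Groups were compared with limma (lmFit and eBayes), for each parameter alone over all 29 fermentations, at an adjusted p (Benjamini-Hochberg) under 0.05. A minimum change of 1.5-fold was set for temperature, pH, NaCl, gas and amino acids, and none for the classes of citrate and succinate and for the growth rate, which was used as a number from Table 1. The citrate and succinate levels were read by eye from Fig. 3 and divided at 1 on its scale. Interactions were tested 1 at a time in the additive model of all 5 parameters. Lists of genes were fixed by locus range, 29 of which could be formed, and were tested with fry and camera within the same fits. Genes were ranked for the classes with randomForest 4.7.1.2, with 5000 trees and 10 seeds. Correlations with the growth rate were tested with 1e+05 permutations, and figures were drawn with matplotlib 3.10.9.

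Genes were named by a rule set in advance. Named are each gene in the paper's text in the comparison it is named for, up to 10 genes with the largest change in each direction among those called that keep their sign with day as a block, and up to 4 members of each list described. The values of Tables S1 to S3 had been seen by then. Members of lists and shared genes beyond this rule were chosen after their values were seen.

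The alternatives were no background correction, plain subtraction, median centring, separate channels, the authors' log2 values, no dye term or 1 per slide, the mean over probes, no genes of the lowest 25% of signal, weights by the number of arrays, each channel as a replicate, the additive model, day as a block, pH as a number, a minimum of 2-fold or none, other class limits, levels as numbers, covariates, and no day 4. Alternatives added later were all ratios as labelled, the summed brightness alone, separate channels and channel replicates with the dyes exchanged, the omission of the array of F2 and F6 on slide 1, and the omission of F11 and F17. The procedure was tested on simulated arrays, built from fermentation levels with the spread of the measured ones and known changes in some genes. Changes of 2-fold were called for 88.1 to 100% of the genes, and changes of 1.5-fold for 40.3 to 83.6%. The 83.6% belongs to the citrate classes, which had no minimum change. The other comparisons, at 40.3 to 56.7%, had the 1.5-fold limit itself as the simulated change. The simulated spread was independent between fermentations, without days or other shared structure, so that these shares need not hold for the measured data.

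Organic acid levels, growth curves and the metabolic map were not analysed here beyond the classes and growth rates. The positions of the regulator motif were not analysed here, since no genome sequence was at hand. Table S1 was used in a copy that holds 1995 of its 3093 genes.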

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

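The counts over other splits of the fermentations were a test chosen only after the results were seen.

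For single fermentations that lie far from the rest of their pH group, 40 groups of levels of named genes were tested and 5 stood out, where chance gives about 1 in 20. The aspartate ammonia-lyase gene ansB (lp_2830) had a level of -2.29 in F7 at pH 5.2, with the next at -1.32, and without F7 its log2 difference between pH 6.4 and pH 5.2 was 1.74. The same gene had a level of -0.59 in F17 at pH 6.4, with the next at 0.62, and without F17 the difference was 2.10. The D-Ala-D-Ala carboxypeptidase gene pbpX2 (lp_2021) had a level of -2.76 in F11 at pH 6.4, and without F11 the difference was -0.74. For lp_2550, F19 at pH 6.4 lay at 0.27, and the difference was -1.16 without it. Neither pbpX2 nor lp_2550 passed with day as a block (limma adjusted p = 0.112 and 0.0978). The transport gene lp_1863 had a level of -2.58 in F17 at pH 6.4, and the difference was -0.65 without it. The signs rest on the summed brightness of both channels.

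The temperature effect of 14 genes differed between pH 6.4 and pH 5.2 by a limma interaction test, and 1 of 100 permutations of the residuals, the real order included, gave as many, with 10 as the highest of the others. No technical explanation was tested for these genes, and 0 genes had such a difference with the additive model and day as a block, with separate channels, as labelled or exchanged, or from brightness.

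The copper genes copA, copB, lp_3057 and lp_3058, which the paper's text does not discuss, had a median log2 difference of 1.33 between air and nitrogen, and 4 of 4 were higher when adjusted over the list alone.

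The prophage remnant R-lp3, which the paper does not discuss for pH, had a median log2 difference of 0.76 between pH 6.4 and pH 5.2, with 8 of 14 genes higher over all genes and 9 adjusted over the list alone (fry, adjusted p = 0.106).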

How the results depend on the processing

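The turn of all directions to the summed brightness, the comparison with all ratios as labelled, the summed brightness alone, separate channels and channel replicates with the dyes exchanged, and the omission of the array of F2 and F6 on slide 1 and of F11 and F17 were settings chosen only after results had been seen, and all other settings were fixed before the data were examined. Unless said otherwise, the cause was not tested.

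For temperature, 449 genes became 0 with separate channels as labelled, 1 with channel replicates as labelled, 139 over 2-fold and 1415 with no minimum fold, where the last 2 follow from the threshold itself. For pH, 144 became 6 with separate channels and 0 with channel replicates as labelled, 86 with the additive model and day, 70 from brightness, 250 with channel replicates exchanged, 47 over 2-fold and 367 with no minimum.

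For NaCl, 13 became 4 without background correction, 5 with plain subtraction, 6 with median centring, 5 with separate channels as labelled, 5 with the authors' values, 5 with channel replicates as labelled, 28 with the additive model, 25 with day added to it, 39 from brightness, 79 with channel replicates exchanged, 4 without F11 and F17, 28 with the additive model without the F2 and F6 array, 5 over 2-fold and 23 with no minimum. The share of higher genes was 61.5%, and it was 50% without background correction, with median centring, with the mean over probes and with weights, 45.5% with day as a block, 41.7% with separate channels exchanged and 75% without F11 and F17. The share rests on the summed brightness, and with the dyes as labelled the 8 higher and 5 lower genes trade places.

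For air, 3 became 0 with separate channels as labelled or exchanged, 0 with channel replicates as labelled, 0 from brightness, 6 with the mean over probes, 6 without the dimmest genes, 12 with weights, 16 with the additive model, 17 with day, 23 with both, 5 without the F2 and F6 array, 16 with the additive model without it, 29 with channel replicates exchanged and 9 with no minimum. For amino acids, 0 became 2 with the additive model and day and 1 with channel replicates exchanged.

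Channel replicates exchanged gave 685 genes for citrate, 603 for succinate and 496 for both, in place of 0, and as labelled 3 for succinate. For the growth rate, 830 became 310 with separate channels and 73 with channel replicates as labelled, 184 with the additive model, 140 with temperature and pH as covariates, 535 from brightness and 1282 with channel replicates exchanged.

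The 39 genes shared by temperature and pH became 0 with separate channels or channel replicates as labelled, 25 with separate channels exchanged, 14 from brightness, 118 with channel replicates exchanged, 90 with the additive model, 87 with it without the F2 and F6 array, 23 without F11 and F17, 4 over 2-fold and 112 with no minimum. The median rank of the 5 random forest genes was 372 with seed 7, in place of 220.5.

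Genes with an interaction, 14 in all, each of temperature by pH, became 27 without background correction, 5 with plain subtraction, 6 with median centring, 5 with the authors' values, 5 with a dye term per slide, 38 with the mean over probes and 0 with the additive model and day. With separate channels as labelled or exchanged the count was 1, and from brightness 24, but 0 of these were of temperature by pH. They were of pH by NaCl as labelled and from brightness, and of temperature by gas exchanged. Of the gene lists, 2 stayed called by camera with an estimated correlation. The SD between duplicates, 0.39, became 0.58 with plain subtraction and with the authors' values.

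Signs turned in the additive model for lp_2451 (citrate -0.0359, succinate -0.0417), lp_0603 (succinate -0.0336), lp_2825 (succinate -0.0523), lp_1817 (citrate 0.0774) and lp_1816 (citrate 0.20), and for lp_2057 with separate channels exchanged (air 0.0022). Of 168 named values, 0 kept their sign with the dyes as labelled, by construction, 97 with separate channels and 92 with channel replicates as labelled. Day as a block left 142 on the same side of the threshold, with 10 stronger and 16 weaker.

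The r with the growth rate was 0.620 to 0.912 over all settings except all ratios as labelled, where it turns to -0.852 by construction. Signal over background limits the 484 genes under 2 times the background in most channels.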

Differences from the paper's values

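The turn of all directions to the summed brightness, the comparison with all ratios as labelled, the summed brightness alone, separate channels with the dyes exchanged and channel replicates with the dyes exchanged were chosen only after values were seen, and the other settings named here before the data were examined.

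The paper's counts of genes significant in both citrate and succinate classes, and of those in the same direction, are 415 and 407, and the values here are 0 and 0 (limma, adjusted p under 0.05). The paper used CyberT and took duplicates with swapped dyes into account, whereas here each fermentation counts once, so that test and replicates differ as well. At an unadjusted p under 0.05 both counts are 118. Of 19 settings, only channel replicates with the dyes exchanged came within 1.5-fold, with 496 and 496, and this setting was chosen after seeing the values. It leaves 1 of the paper's 5 shared genes, lp_0603, uncalled for citrate (adjusted p = 0.0674). None of the settings fixed in advance did. The paper's number of genes shared between the 10 most important ones of both classes is 5, and the value here is 0.

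The paper's correlation of the growth rate with the genes of Table S2 is 0.95, which its text calls R2 and the legend of Fig. 5 a Spearman correlation. The values here are 0.726 for the square of Pearson's r and 0.839 for Spearman's rho. Without day 4, whose growth rates in Table 1 do not recur among the points of Fig. 5, rho was 0.926, within the error, and with the other settings 0.540 to 0.897, except all ratios as labelled, where its sign turns.

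The gene clouds of Table S3 were compared at an adjusted p under 0.05 and over 1.5-fold, the limits in the paper's methods, while the legend of Fig. 6 names a change over 2. The test and the replicates differ, as the paper used CyberT and the values here come from limma over the fermentations. The names up and down were read with the dyes as labelled, as the lists of Table S3 run. For pH down the paper's count is 29 and the value here 63, with 37 with day as a block, 28 with the additive model and day, 37 with separate channels exchanged and 32 from brightness. For pH up the paper's count is 123 and the value here 41, and no setting came within 1.5-fold. For Salt down they are 53, the paper's, and 5, with no setting near. For Salt up they are 10, the paper's, and 3, with 7 with the additive model and day and 13 from brightness.

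For Air down the paper's count is 12 and the value here 3, with 10 with weights, 10 with the additive model, 14 with day and 16 with both. For Air up it is 6, the paper's, against 0, with no setting near. For pH down with Air down it is 4, the paper's, against 0, and 4 with channel replicates exchanged. For pH down with Salt down it is 9, the paper's, against 1, with no setting near. For pH down with Temp down it is 43, the paper's, against 27, with 33 with plain subtraction, 34 with the authors' values, 30 with weights, 44 with the additive model and 55 with channel replicates exchanged. For pH up with Salt down it is 16, the paper's, against 0, and for pH up with Temp up 73, the paper's, against 8, with no setting near in either.

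In its text the paper places regulatory functions in the low-temperature cloud, prophage, TCA cycle and fermentation genes in the high-temperature cloud, and transport genes in the low-pH cloud. By the summed brightness the 32 regulatory genes are higher at 37 °C (median 0.79), the prophage genes lower (median -0.53 over 132 genes), and the 10 transport genes higher at pH 6.4 (median 0.87). Over all 50 entries of Table S3 that could be scored, 0 run as named by the summed brightness and 50 with the dyes as labelled. A list named for a combination of parameters counts once per parameter, and some lists share their genes. The oxygen genes of the paper's text run as the text says by the summed brightness, as kat at 1.04 and nrdD at -0.71, and against it with the dyes as labelled. For oxygen the names in Table S3 thus run opposite to the paper's own text. The purine list named Air down had a median of 0.59, while the text has purine genes induced with oxygen. The fermentation list named Air up had a median of -0.73, while the text has fermentation genes lower with oxygen. The names up and down therefore do not by themselves speak for the labelled dyes. In Table S1 the signs match those by the summed brightness for 467 of 476 genes (98.1%) that the paper calls for citrate and 372 of 380 (97.9%) for succinate.

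The paper names as induced by oxygen pox3, pox5, nox5, npr2, msrA2, mrsB, gshR2 and genes of purine synthesis, and as lower adhE, acdH, nrdD and nrdG, none of which is called here although each has the paper's direction. With day as a block npr2 (adjusted p = 0.0454), msrA2 (0.0264), mrsB (0.0178), gshR2 (0.0252) and acdH (0.0141) are called.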

Other observations

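Of the tests in this part, those of exchanged dyes on the whole series and on single arrays, of the fermentation day, of the growth rate with temperature as a covariate and of other splits of the fermentations were chosen only after the result was seen.

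The paper does not describe genes of sulfur and cysteine metabolism for temperature. Of 9 such genes 5 were higher and 1 lower at 37 °C, over all genes and adjusted over the list alone (adjusted p = 0.000656 from fry and 0.723 from camera with an estimated correlation), with lp_1380 at 0.75 (SE 0.11) and the homocysteine S-methyltransferase gene metE (lp_1375) at -1.32 (SE 0.19, adjusted p = 1.15e-06 from limma). Iron uptake genes were lower at 37 °C in 3 of 9 cases over all genes and 4 adjusted over the list alone, with fhuB (lp_3105) at -1.22 (SE 0.29, adjusted p = 8.98e-04). In the plantaricin cluster 4 of 25 genes were higher and 2 lower, among them lp_0430 at 0.95 (adjusted p = 1.51e-11) and lp_0431 at 0.96. Of 13 chaperone and Clp protease genes only hsp1 was called. The chaperonin gene groES rose by 0.57 (adjusted p = 1.11e-08), just under 1.5-fold. These signs rest on the summed brightness and turn with the dyes as labelled.

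With pH, the cell surface protein gene wapA (lp_2958) was lower at pH 6.4 by a log2 difference of -1.0 (SE 0.12, adjusted p = 9.59e-06 from limma) and lp_1296 by -1.12 (SE 0.21, adjusted p = 8.30e-04). Both levels of pH occur together only on days 2 and 4, and with day as a block 75 of the 144 genes were still called. With air, 2 of 3 genes of glycerol use were higher when adjusted over the list alone and 0 over all genes, with a median of 0.74.

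The ratios with the dyes as labelled run opposite to the brightness of both channels on 54 of 54 arrays, which is what exchanged dye names on the whole series would give. Wrong names on single arrays are argued against by the highest r of any array, -0.131. Dim spots and the background correction are argued against as well, since r over the brighter part of the genes was -0.712. The hypothesis that the labels, or the sign of the ratio, are turned throughout the series may also cover the lists of Table S3, and the files cannot tell where such a turn was made. Every direction given rests on it.

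Prophage genes were lower at 37 °C by a median of -0.53 over 132 genes. The direction does not come from a few fermentations with active prophages. At 28 °C 16 of 16 had a prophage median above the median of those at 37 °C, and 14 above the highest. The size was uneven at 28 °C, from -0.19 in F19 to 1.04 in F27, so that a few fermentations may carry much of it. F27 was run on day 5, which held no fermentation at 37 °C. On day 4, F19 and F24 at 28 °C (-0.19 and -0.11) overlapped with those at 37 °C (-0.27 to -0.14). The day is argued against as the whole cause, with a median of -0.36 with day as a block. The growth rate and the temperature went together, with an r of 0.735, so that a joint fit separates them only in part. With the growth rate as a covariate the median for temperature was -0.17 (SD over genes 0.62, from 0.72 without it) and the list was no longer called (fry in limma, n = 29 fermentations, p = 0.143, from 1.42e-05), as the median shrank and its SE per gene grew from 0.16 to 0.20. With temperature as a covariate the median per 1 h-1 of growth rate was -1.66, from -2.09 alone, and the list stayed called (fry in limma, n = 29 fermentations, p = 7.71e-04). By camera with an estimated correlation, neither prophage list was called for temperature or for the growth rate, each taken alone. A biological effect of temperature or of slow growth on the prophages may be behind the pattern.

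With each channel as a replicate and the dyes exchanged, 685 genes were called between the citrate classes, in place of 0. Random classes of the fermentations called genes in 98 of 100 assignments (median 157.5, highest 953), and 7 called at least as many. With the 5 parameters as covariates 3 genes were called. The larger count is consistent with one RNA being counted in several channels and with the other parameters. No biological explanation was tested.

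Other splits of the fermentations into groups of the same sizes were compared, each over 100 splits with the real one included. For temperature 1 split gave as many genes as the 449 called (highest other 114), for pH 1 (144 called, highest other 30) and for NaCl 1 (13 called, highest other 0). For air 2 splits did (3 called, highest other 31), and for the growth rate 1 (830 called, highest other 641). When the labels were exchanged only within the days, 1 of 100 splits gave as many for each of the 5 (highest others 309, 122, 6, 0 and 564). These shares are small, but 100 splits cannot give less than 1 in 100, so that chance is made unlikely and not excluded. This holds least for air, where another split called more genes than the real one. In a model with day as a block as well, 515, 109, 11, 17 and 664 genes were called, which 1, 2, 1, 1 and 1 of 100 splits reached (highest others 319, 121, 3, 0 and 172). What the split that called 31 genes for air and the order that called 641 for the growth rate have in common with other properties of the samples was not tested. For amino acids, citrate and succinate, where 0 genes were called, every split gives as many by construction (100 of 100, highest 1, 3 and 0), so that nothing is tested. The same is true of the interactions of temperature with NaCl, temperature with gas, pH 6.4 with NaCl and NaCl with gas, with 0 called and 100 of 100 each, and the highest at 1, 295, 1 and 40.

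The first principal component of the levels held 33.9% of the variance and went with temperature, the second 12.9% and the third 12.1%, on which F11 and F17 stood apart. The array of F2 and F6 on slide 1 had an r of 0.0095 with its repeat on slide 7, while the other repeated pairs had 0.930 and 0.923, across genes.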
